# Different stress responsive strategies to drought and heat in two durum wheat cultivars with contrasting water use efficiency

**DOI:** 10.1186/1471-2164-14-821

**Published:** 2013-11-22

**Authors:** Alessio Aprile, Lenka Havlickova, Riccardo Panna, Caterina Marè, Grazia M Borrelli, Daniela Marone, Carla Perrotta, Patrizia Rampino, Luigi De Bellis, Vladislav Curn, Anna M Mastrangelo, Fulvia Rizza, Luigi Cattivelli

## Abstract

**Background:**

Durum wheat often faces water scarcity and high temperatures, two events that usually occur simultaneously in the fields. Here we report on the stress responsive strategy of two durum wheat cultivars, characterized by different water use efficiency, subjected to drought, heat and a combination of both stresses.

**Results:**

The cv Ofanto (lower water use efficiency) activated a large set of well-known drought-related genes after drought treatment, while Cappelli (higher water use efficiency) showed the constitutive expression of several genes induced by drought in Ofanto and a modulation of a limited number of genes in response to stress. At molecular level the two cvs differed for the activation of molecular messengers, genes involved in the regulation of chromatin condensation, nuclear speckles and stomatal closure. Noteworthy, the heat response in Cappelli involved also the up-regulation of genes belonging to fatty acid β-oxidation pathway, glyoxylate cycle and senescence, suggesting an early activation of senescence in this cv. A gene of unknown function having the greatest expression difference between the two cultivars was selected and used for expression QTL analysis, the corresponding QTL was mapped on chromosome 6B.

**Conclusion:**

Ofanto and Cappelli are characterized by two opposite stress-responsive strategies. In Ofanto the combination of drought and heat stress led to an increased number of modulated genes, exceeding the simple cumulative effects of the two single stresses, whereas in Cappelli the same treatment triggered a number of differentially expressed genes lower than those altered in response to heat stress alone. This work provides clear evidences that the genetic system based on Cappelli and Ofanto represents an ideal tool for the genetic dissection of the molecular response to drought and other abiotic stresses.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-14-821) contains supplementary material, which is available to authorized users.

## Background

Heat and drought stress and their combination are the most important stresses experienced by plants and they are responsible of a large fraction of productivity losses [1]. Plants respond to stress with a wide range of modifications leading to changes at morphological, cellular, physiological, biochemical, and molecular level [2, 3]. A relevant component of the plant adaptation to stress conditions is dependent on transcriptional changes and the expression of key genes results in enhanced stress tolerance [4, 5]. Overall, the molecular response of plants to abiotic stress is mediated by a number of molecules involved in signal transduction leading to the activation of specific gene networks resulting from the re-programming of cell expression machinery. To these networks belong genes coding for a variety of proteins involved in DNA remodeling, transcription regulation, protein modifications, etc. [6]. A number of publications described the transcriptional changes induced in response to drought [7–9] and heat [10, 11] stresses, however much less is known when plants are simultaneously subjected to drought and heat stress, an event very common under field conditions. Several works indicate that the molecular response to the combination of heat and drought activates networks that are different from those activated by heat or drought stress taken singularly [12–15]. Furthermore, most of the publications cited above have been carried out on seedlings and therefore might not reflect exactly the molecular response of crops exposed to stress when plants are in more advanced growing stages.

Durum wheat is an important cereal crop grown mainly in semi-arid environments (e.g. Mediterranean regions) characterized by water scarcity and high temperatures often occurring at the same time. The two durum wheat cultivars Cappelli and Ofanto, contrasting for many agronomic and physiological traits, have been extensively characterized [16–18]. Measures based on stomata conductance and on grain carbon isotope discrimination from field trials and growth chamber experiments consistently showed a higher water use efficiency (WUE) in Cappelli compared to Ofanto, a finding correlated with a different stomata conductance (lower in Cappelli) over a range of relative soil water contents [17]. A RIL segregating population with a corresponding molecular marker map has also been developed from the cross between Ofanto and Cappelli [19, 20] and used to localize QTLs for leaf porosity and chlorophyll content in field conditions [18].

This work reports on a microarray-based transcriptomic analysis carried out on the durum wheat cultivars Cappelli and Ofanto grown to booting stage and subjected to heat, drought and to a combination of drought and heat stresses, conditions similar to the experience of a crop grown in Mediterranean environments and exposed to a terminal heat/drought stress. Furthermore, several selected drought-related genes have been tested in the same cultivars exposed to drought at tillering stage to confirm the constitutive nature of the different stress response strategy detected at booting stage. A gene selected among those characterized by different stress response between the two cultivars was used for an expression QTL analysis and the corresponding QTL was mapped on chromosome 6B.

## Results and discussion

### Sample preparation and hybridization quality

Plants of two *Triticum turgidum* subsp*. durum* cultivars, Ofanto and Cappelli, were grown in controlled conditions and exposed to drought stress (DS), heat stress (HS) and to a combination of heat and drought stresses (CS) when they reached the booting stage. Control (Ctrl) plants were watered to maintain a Soil Water Content (SWC) equal to 28%. DS was imposed by withholding water and allowing the pots to reach a SWC equal to 12.5%, while HS was imposed progressively exposing the plants for two days at 30°C followed by additional two days at 34°C, and subsequently to 40°C. For CS the two treatments were combined in order to achieve simultaneously 12.5% SWC and 40°C. More details are reported in the Methods section. Table 1 reports the flag leaf temperature and the Relative Water Content (RWC%) determined on the same plants used for RNA isolation immediately before sampling. Cappelli was characterized by higher leaf temperature compared to Ofanto, a finding in agreement with a lower transpiration capacity due to a lower stomatal conductance as reported by Rizza et al. [17]. Nevertheless, Cappelli showed also a lower RWC compared to Ofanto, a condition that could be explained by a different capacity of water uptake from soil.

**Table 1:** **Relative Water Content (RWC) and leaf temperature of durum wheat plants subjected to drought, heat and to a combination of drought and heat stress**

Genotype	Stress condition	RWC (%)	Leaf temperature (°C)
**Ofanto**	Control	96.97 ± 1.47	21.62 ± 0.16
	Drought stress	94.04 ± 1.08	21.70 ± 0.07
	Heat stress	85.96 ± 2.02	35.42 ± 0.65
	Combined stress	59.34 ± 2.34	38.36 ± 0.98
**Cappelli**	Control	95.86 ± 1.06	22.50 ± 0.55
	Drought stress	88.68 ± 0.54	22.00 ± 0.10
	Heat stress	82.88 ± 0.45	36.50 ± 0.50
	Combined stress	38.53 ± 8.02	41.00 ± 0.20

RWC and temperature were determined on the leaf below flag leaf that was used for transcriptomic analysis.

Total RNA was isolated from the flag leaves and used for microarray hybridization.

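The arrays are Affymetrix GeneChip Wheat Genome Arrays, on which a probe set (PS) of short oligonucleotides reports each transcript. They were hybridised with flag leaf RNA of the durum wheat cultivars Ofanto and Cappelli at booting according to the paper, from control plants and from plants under drought stress (DS), heat stress (HS) and combined stress (CS), which gives 8 groups of 3 arrays and 24 arrays in all. Control and HS plants were held at a soil water content of 28% and DS and CS plants at 12.5%, at a day temperature of 19 °C for control and DS and 40 °C for HS and CS. The sample labels describe the leaf stage as 3 leaf fully expanded and name another RNA extraction (hot phenol in place of TRIZOL) and another labelling protocol (whole transcript in place of One-Cycle), and the paper's stage and treatments are used here. The deposited values are the authors' MAS5 signal values on a linear scale, scaled array by array, and the mean of each array after trimming the extreme 2% at both ends was 500.3. The Methods describe an RMA normalization, which these values do not carry. Array medians ranged from 65.5 to 90.7 signal units, and single values from 0.110 to 104760. After the 111 control PSs of the array were left out, 61179 PSs were carried on the log2 scale. A PS was kept where all 3 arrays of at least 1 group lay above the 60th percentile of their own array (107 to 144 signal units), which left 28072 PSs. One limma model with 8 group means was fitted to the 24 arrays, so that all groups share the estimate of the spread of a PS. Signals under that percentile lie near the background of the arrays, so a log2 change or difference that involves such a group has no exact size. A PS was called differentially expressed at an adjusted p under 0.01 and a change of at least 2-fold, the thresholds of the Methods. Within groups the median SD over kept PSs on the log2 scale was 0.179 to 0.225 in Ofanto, 0.189 in Cappelli control, 0.182 in Cappelli DS, 0.272 in Cappelli HS and 0.322 in Cappelli CS, and with 3 arrays a group the number of arrays limits the precision of every value. The shared estimate thus tends to understate the spread of Cappelli HS and CS and to overstate that of the tighter groups. With limma on only the groups compared, which also uses fewer arrays, CS called 4223 PSs in Cappelli and 8555 in Ofanto, against 6086 and 9584 in the shared fit. The Methods give 3 replications in a randomized block design and call the replicates biological triplicates, and nothing in the sources used here ties the replicate numbers of the arrays to blocks. Gene names, and the Arabidopsis gene codes in parentheses, are those of the best Arabidopsis matches printed in the paper and its Additional files, so a name states a sequence similarity.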

The comparison of the “RNA degradation plots” graphs obtained in this experiment (Additional file 1) with those of 18 experiments stored in the PlexDB database from 2005 to 2013 (http://www.plexdb.org) [21] supports the high quality of the hybridizations reported in this work. The observed average background ranged from 37.4 to 46.0 units of expression, well within the parameters defined by Affymetrix, and comparable with the values obtained in other experiments that have used the GeneChip^®^ Wheat Genome Array [7, 22]. The “present call” percentage ranged between 36.7% and 42.8% among the 61,000 probe sets indicating a degree of variability among the analyzed samples. The Pearson correlation was calculated between pairs of replications within each sample. The values ranged from 0.922 to 0.998.

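Over all PSs, Pearson's r of log2 values between 2 arrays of a group ranged from 0.868, between a pair of Cappelli HS arrays, to 0.909, between a pair of Cappelli DS arrays. On the linear scale, where the brightest PSs weigh most, r ranged from 0.917 to 0.997. Over the kept PSs alone, r of log2 values ranged from 0.901, in Cappelli CS, to 0.968. Each r is across PSs within a pair of arrays, and PSs are not independent replicates.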

Four probe sets, representing genes putatively involved in the fatty acid metabolism (listed in Methods) were subjected to real-time qRT-PCR analysis to validate the microarray data. The observed Pearson correlation between microarray and qRT-PCR data was 0.753 (Additional file 2).

### Identification of differentially expressed genes

The PCA (Principal Component Analysis) identified two principal components explaining 45.0% and 19.7% of the observed variability (Figure 1). 

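The first principal component (PC) of the log2 values of the kept PSs held 39.07% of the variance and the second held 27.21%, with 5.78% on the next one. On the first, the group means of Ofanto lay at -96.2 in control, -81.9 in DS, 23.2 in HS and 145 in CS. Those of Cappelli lay at -109 in control, -97.5 in DS, 123 in HS and 93.4 in CS, so that Cappelli HS and Ofanto CS were the groups at the far end. On the second component the 4 Ofanto groups lay between 75.8 and 89.1 and the 4 Cappelli groups between -104 and -75.1. The arrays spread most in Cappelli CS, with an SD of 26.4 on the first component and 28.0 on the second, and the SDs of the other groups were 0.426 to 12.4 and 1.89 to 8.34.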

The first component (x-axis) accounts for the treatment effect, while along the second component (y-axis), the samples are separated according to the genotype. 

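In the plane of the first 2 PCs, the distance of the DS group from its own control group was 14.3 in Ofanto and 25.5 in Cappelli (SDs of the control and DS arrays on these axes at most 3.04 in Ofanto and 8.34 in Cappelli). The HS group lay 119 from control in Ofanto and 234 in Cappelli, and the CS group 242 in Ofanto and 204 in Cappelli.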

The vicinity between control samples (Ctrl) and drought stressed samples (DS) suggests a smaller effect of drought treatment compared to heat stress (HS) and to the combination of heat and drought stress (CS).

**Figure 1:**
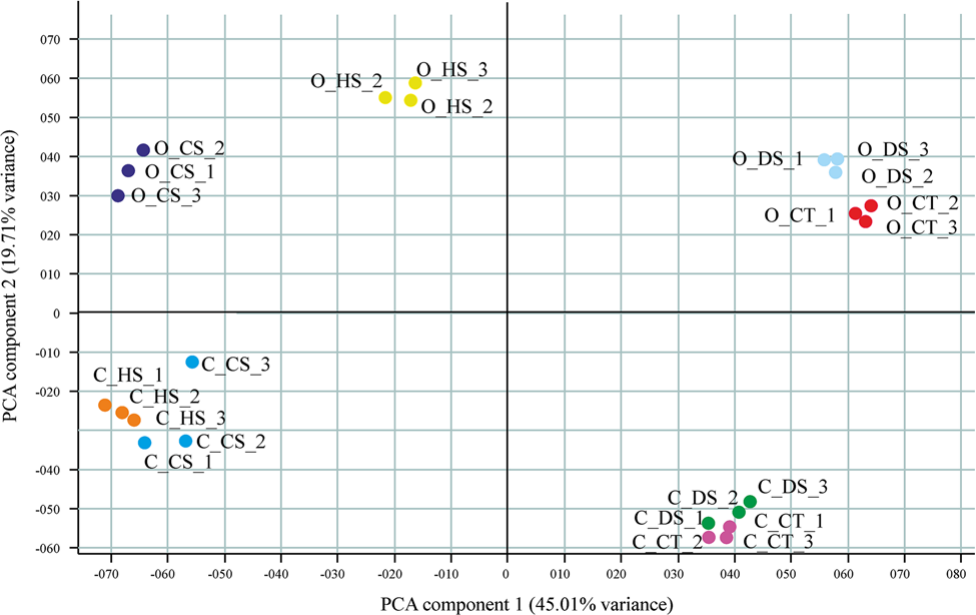
**Principal Component Analysis (PCA plot) of the wheat array hybridization data.** The x and y axis represent the two principal components of the total variance, 45.01% and 19.71%, respectively. Each dot represents a single repetition of Ofanto and Cappelli RNA samples subjected to different stress conditions. C_CT and O_CT = Cappelli control and Ofanto control samples; C_DS and O_DS = Drought stressed samples; C_HS and O_HS = Heat stressed samples; C_CS and O_CS = Combined stress samples.

To identify the genes modulated in response to the applied stress conditions, five comparisons were carried out for each cultivar: Ctrl *vs* DS, Ctrl *vs* HS, Ctrl *vs* CS, DS *vs* CS and HS *vs* CS. Differentially expressed genes were identified based on Welch t-test with Benjamini and Hochberg correction for multiple testing [23]. A gene was considered differentially expressed when the *p-*value was less than 0.01 and the ratio of induction or repression was equal to or greater than 2. The analysis yielded 4,212 not redundant differentially expressed probe sets (PSs) in Cappelli and 7,532 in Ofanto. Among these, 3,084 PSs differentially expressed were in common to both genotypes (Figure 2A). 

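Among the genes with a name here, the largest rises under HS and under CS in both cultivars were of heat shock protein genes, whose products are chaperones that hold or refold other proteins. Over 5 comparisons per cultivar (DS, HS and CS against control, and CS against DS and against HS), 13224 PSs were called in at least 1 comparison in Ofanto and 8886 in Cappelli. Over the 3 comparisons with control alone, the numbers were 11316 in Ofanto and 8334 in Cappelli. In Ofanto the comparison of CS with DS called 8421 PSs (3277 up, 5144 down) and that of CS with HS called 5572 (1890 up, 3682 down). In Cappelli these comparisons called 4836 PSs (2198 up, 2638 down) and 258 PSs (146 up, 112 down). The balance turned to 4459 up and 3756 down for CS against DS in Ofanto with arrays centred on their median, to 4 up and 2 down for it in Cappelli with the methods' t-test, and to 195 up and 343 down for CS against HS in Cappelli with no minimum fold. The number of PSs called for CS against HS in Cappelli moved from 868 without Cappelli CS replicate 1 to 115 (46 up, 69 down) without Cappelli CS replicate 2.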

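Of the PSs called in any of the 5 comparisons, 6331 were called in both cultivars, where independent lists of these sizes would share 4186. Over the 3 comparisons with control, 5449 PSs were called in both.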

DS led to the modulation of 707 PSs in Ofanto and 248 in Cappelli with only 44 (27 up- and 17 down-regulated) in common (Figure 2B), while HS triggered the modulation of 3,243 PSs in Ofanto and 3,582 PSs in Cappelli with 1,402 PSs in common (Figure 2C). Moreover, a combination of drought and heat stress activated or repressed 5,645 PSs in Ofanto, and only 1,814 in Cappelli with 1,172 sequences in common (Figure 2D). 

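In Ofanto under DS, a lipid transfer protein family gene (At3g18280) rose by 3.89 on the log2 scale (adjusted p = 5.5e-09), and in Cappelli by 2.47 (adjusted p = 3.9e-06). Of the genes called in Ofanto, protein phosphatases 2C, which act in abscisic acid (ABA) signalling, rose by 3.62 (At1g72770, adjusted p = 1.1e-08), and the cytokinin response regulators ARR6 (At5g62920) and RR3 (At2g41310) fell by 2.24 and 2.21 (adjusted p = 0.0059 and 0.0025). In Cappelli under DS, a proline-rich protein gene (At3g09000) rose by 3.02 (adjusted p = 1.2e-06) and the anion channel gene CLC-a (At5g40890) by 2.41 (adjusted p = 7.3e-06), while a protein phosphatase 2C gene (At2g25620) fell by 2.13 (adjusted p = 0.00059) and a phosphoenolpyruvate carboxykinase gene (At5g65690) by 1.47 (adjusted p = 0.00092). DS called 1067 PSs in Ofanto (750 up, 317 down) and 375 in Cappelli (250 up, 125 down) in limma. They shared 65 PSs, of which 29 were up in both, 11 down in both and 25 ran in opposite directions, where independent lists would share 8.09 in the same direction. The 3' minus 5' log2 difference of control PSs, a check of RNA quality, averaged 0.594 in Ofanto control and 0.0539 in Ofanto DS. In Cappelli it averaged -0.0231 in control and 0.654 in DS, and its bearing on the calls was not tested. Under HS, the plastid small heat shock protein HSP25.3-P (At4g27670) rose in Ofanto by 10.23 (SE 0.601, adjusted p = 4.9e-10), HSP18.1-CI (At5g59720) by 8.06 (adjusted p = 4.6e-07) and HSP70 (At2g32120) by 7.31 (adjusted p = 2.3e-06). In Cappelli, these PSs of HSP25.3-P and HSP18.1-CI rose by 10.90 and 10.05, and the difference in response was not called (adjusted p = 0.58 and 0.21). The largest rises in Cappelli were of other PSs of the same genes, 13.15 for HSP18.1-CI (adjusted p = 6.3e-12), against 6.91 for that PS in Ofanto, and 12.69 for HSP25.3-P (adjusted p = 1.3e-10), against 8.00, and here the difference was called (adjusted p = 3.7e-05 and 0.0022). These PSs were taken for their rise in Cappelli, which favours a larger response there. With a highest array value of 104760, rises of this size start near background, so these differences have no exact size. In Cappelli a glycosyl hydrolase family 17 gene (At3g57260) fell by 9.50 and a small nuclear ribonucleoprotein gene (At5g44500) fell by 9.12. HS called 5011 PSs in Ofanto (2916 up, 2095 down) and 6940 in Cappelli (3135 up, 3805 down). Of these, 2384 were shared, 1141 up in both, 1148 down in both and 95 in opposite directions, where independent lists would share 609.6 in the same direction. Without Cappelli DS replicate 2, DS called 216 PSs in Cappelli and the DS lists shared 37 PSs. With the 2-fold rule and no test, the balance under DS turned to 768 up and 1253 down in Cappelli, and that of the PSs shared in the same direction to 125 up and 214 down, and with arrays centred on their median that of the PSs shared under HS turned to 1483 up and 856 down.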

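Under CS, HSP70 (At2g32120) rose in Ofanto by 11.36 on the log2 scale (adjusted p = 2.9e-09) and HSP101 (At1g74310), a chaperone that dissolves protein aggregates, by 10.17 (adjusted p = 7.4e-08). A pectate lyase gene (At4g13710), for an enzyme that cuts cell wall pectin, fell by 7.72, the response regulator ARR6 fell by 6.59 and RR3 fell by 6.15. In Cappelli, the PSs of HSP18.1-CI and HSP25.3-P with the largest rises rose by 13.11 and 12.60, from control signals near background. The glycosyl hydrolase 17 gene fell there by 8.05. CS called 9584 PSs in Ofanto (4042 up, 5542 down) and 6086 in Cappelli (2776 up, 3310 down). They shared 3683 PSs, 1556 up in both, 2023 down in both and 104 in opposite directions, where independent lists would share 1053 in the same direction. Of the PSs called in Ofanto alone, 2568 of 5901 also differed between the cultivars in the test of the difference in response, as did 892 of the 2403 called in Cappelli alone. The poly-A spike-in PSs, which report RNAs added to the total RNA, were higher on the CS arrays than on the control arrays by 1.08 on the log2 scale in Ofanto and by 1.09 in Cappelli. The share of up-regulated PSs among the calls of Ofanto was 42.2% with the values as deposited and 62.4% with each array centred on its median, which also turned the balance in Cappelli to 3122 up and 2906 down and that of the shared PSs to 2010 up and 1541 down.

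**Figure D1:**
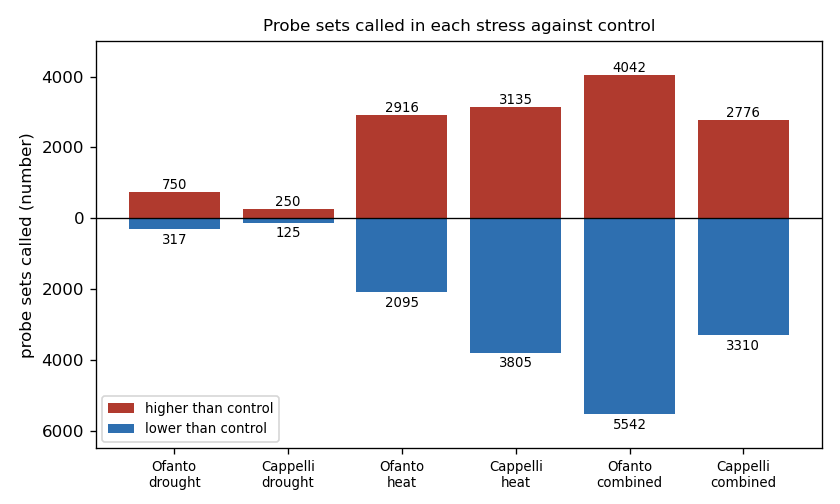
Number of probe sets called up-regulated and down-regulated (vertical axis) against control in Ofanto and Cappelli under drought, heat and combined stress, from limma on 3 arrays per group. The bars for Ofanto combined stress hold 4042 up-regulated and 5542 down-regulated probe sets.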

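Across the kept PSs, the DS responses of the cultivars correlated with r = 0.0267, the HS responses with r = 0.536 and the CS responses with r = 0.644 (across PSs, which are not independent replicates; the cultivars have their own controls). The shared DS calls were 6.09% of those of Ofanto and 17.3% of those of Cappelli. Of the PSs called under DS in Ofanto alone, 509 of 1002 passed the test of the difference between the cultivars, and of those called in Cappelli alone, 128 of 310 did. Under HS, 912 of the 2627 PSs called in Ofanto alone and 1719 of the 4556 called in Cappelli alone passed it.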

Although the different number of PSs modulated in response to DS and HS can be due to different stress intensity (a more severe DS might lead to a higher number of differentially expressed genes), these results highlight very clearly that Cappelli and Ofanto have different stress response strategies with a minimal overlapping in terms of genes modulated in response to identical stress conditions. This finding was more evident in response to drought both as drought alone (DS) or in combination with heat (CS). In both conditions Ofanto modulated the expression of about three times more PSs than Cappelli.

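The number of PSs called in Ofanto was 2.85 times that in Cappelli under DS, 1.57 times under CS and 0.722 times under HS. With limma on only the groups compared, without the spread of the other groups, the ratio was 9.33 under DS and 2.03 under CS. With the methods' t-test it was 1.09 under HS (1223 against 1121) and 20.3 under CS, with 6 PSs against 0 under DS (869 against 487 at the methods' threshold of p without adjustment), and the 2-fold rule with no test gave 1.52 under DS.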

**Figure 2:**
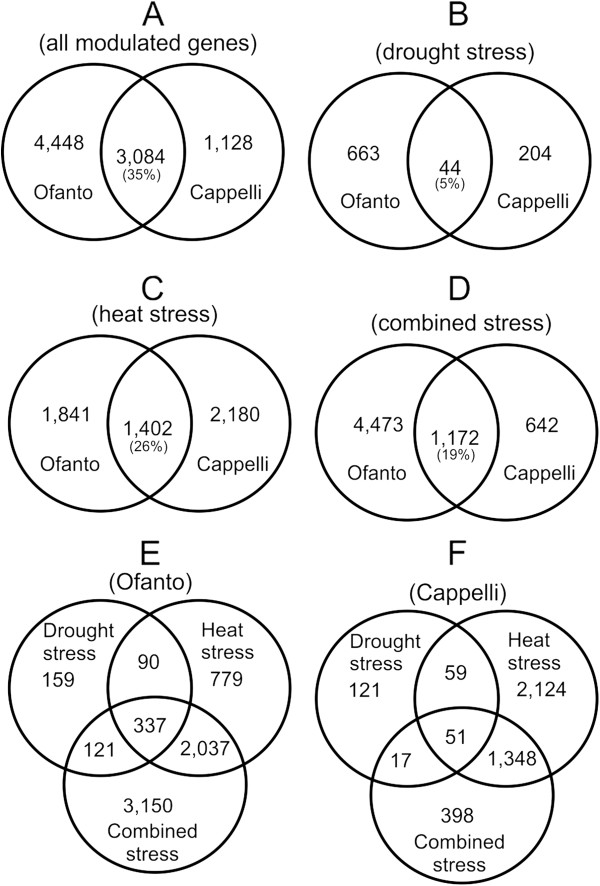
**Venn diagrams representing the distribution of the genes in the different classes. A**: All genes modulated in the experiment (drought stress + heat stress + combined stress) are separated according to the tested genotype. **B**: All genes modulated in response to drought stress are separated according to the tested genotype. **C**: All genes modulated in response to heat stress are separated according to the tested genotype. **D**: All genes modulated in response to combined stress (drought + heat stress) are separated according to the tested genotype. **E**: All genes modulated in response to stress in the durum wheat cultivar Ofanto are separated according to the stress conditions. **F**: All genes modulated in response to stress in the durum wheat cultivar Cappelli are separated according to the stress conditions.

The analysis of the 525 PSs up-regulated in response to DS in Ofanto and of their annotations highlighted that many of them were characterized by well-known drought-related functions. Furthermore, functional categories related to osmotic, salt, heat and cold response were over-represented among the annotation list. For instance dehydrins (*At1g01470, LEA14*, [Ta.25026.1.S1_at]*; At1g47128, RD21A*, [Ta.5812.1.A1_at]*; At4g39090, RD19A*, [Ta.4419.2.S1_x_at]*; At5g25610, RD22*, [Ta.28209.3.S1_at, Ta.28209.3.S1_x_at]*; At2g38905, Low temperature and salt response protein*, [Ta.27725.1.S1_at]*; At3g50970, LTI30/Xero2,* [TaAffx.131747.1.S1_x_at]*; At4g36720, HvA22*, [Ta.3038.2.S1_a_at]*; At5g66400, RAB18,* [10 different PSs, see Additional file 3]), lipid transfer proteins (*At5g59310, LTP4*, [Ta.1337.1.S1_x_at]*; At5g59320, LTP3*, [Ta.28368.2.S1_at]), heat shock proteins (*At1g74310, HSP101*, [TaAffx.56160.1.S1_at]*; At3g09440, HSP70*, [Ta.23807.1.S1_x_at]*; At5g49910, CPHSC70-2*, [TaAffx.114770.1.S1_at]), stress-related transcription factors (*At4g38620, MYB4*, [Ta.26049.1.S1_a_at]*; At2g46270, GBF3*, [Ta.13357.2.S1_at]), ABA and drought responsive proteins (*At1g35720, ANN1*, [Ta.14590.1.S1_a_at]*; At5g03280, EIN2*, [Ta.7910.1.A1_at]*; At2g26980, CIPK3*, [TaAffx.106682.1.S1_at]) and genes coding proteins involved in drought responsive proline biosynthesis (*At3g55610, P5CS*, [Ta.7091.1.S1_at]*; At5g14800, P5CR*, [Ta.591.1.S1_at]) were all up-regulated by DS in Ofanto (Additional file 3). 

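Under DS in Ofanto, all 9 PSs examined for dehydrins and other dehydration proteins rose, with 1 of the 10 PSs that the paper counts for RAB18 among them, as did both transcription factor genes, both proline synthesis genes and 2 of 3 heat shock protein genes. LEA14 (At1g01470), a late embryogenesis abundant protein gene, went from 387 ± 29.2 to 1174 ± 98.0 signal units (SD, n = 3), a log2 change of 1.60 (SE 0.21, adjusted p = 5.3e-05). The dehydrin gene LTI30 (At3g50970) rose by 2.68 on the log2 scale (SE 0.196, adjusted p = 9.3e-08), and the dehydrin RAB18 (At5g66400) by 3.98 (SE 0.625, adjusted p = 0.0003) from a signal that was dim in control. RD21A (At1g47128) and RD19A (At4g39090), which encode cysteine proteases, rose by 1.82 and 1.30, and the 2 PSs of RD22 by 1.90 and 2.13. The transcription factor MYB4 (At4g38620) went from 703 ± 66.6 to 11347 ± 1355 signal units (SD, n = 3), a log2 change of 4.01 (SE 0.17, adjusted p = 1.2e-10). P5CS (At3g55610), which makes the precursor of proline, went from 5209 ± 392 to 20139 ± 694 and P5CR (At5g14800), the next enzyme, from 1181 ± 115 to 2572 ± 298 (log2 changes of 1.95 and 1.12, adjusted p = 3.2e-05 and 0.00014). HSP101 (At1g74310) at 1.19 (adjusted p = 0.032), LTP3 (At5g59320), a lipid transfer protein, at 2.17 (adjusted p = 0.017) and the annexin ANN1 (At1g35720) at 0.95 (adjusted p = 0.0004) did not pass both thresholds. In limma, 18 of the 21 PSs examined rose and none fell (20 rose when adjusted over the list alone), and the study chose these genes on the same arrays, so the count is not independent evidence. Their median log2 change was 1.65, and no set test is given, because the other RAB18 PSs were not analysed here. Of 17 dehydrin and LEA PSs picked by annotation words from the parts of the paper's tables held here, 2 rose and 1 fell in Ofanto DS.

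**Figure D2:**
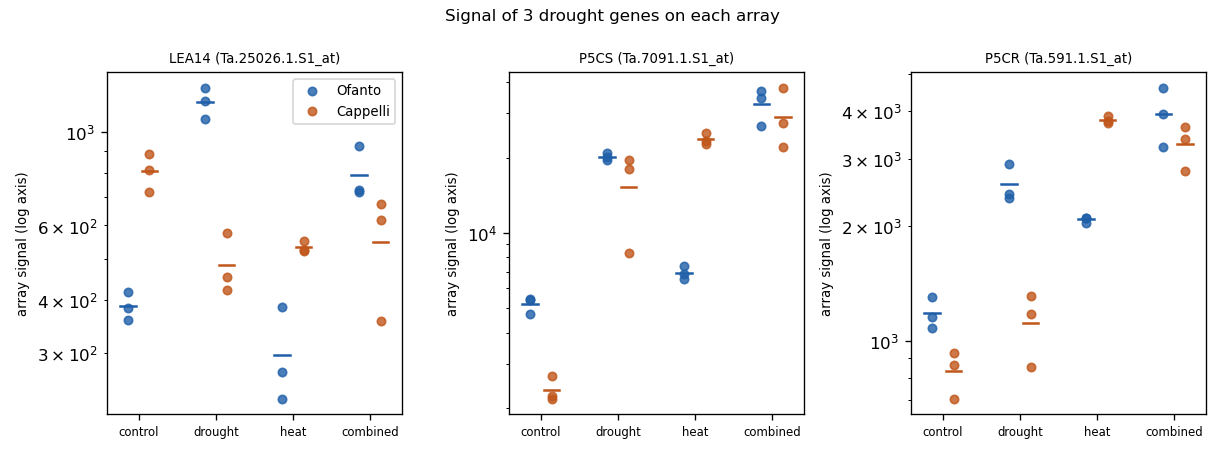
Signal on each array (log axis, signal units) of LEA14, P5CS and P5CR in Ofanto and Cappelli under control and the 3 stresses; points are single arrays and bars the means of 3 arrays. Mean LEA14 signal is 387 in Ofanto control and 1174 in Ofanto drought stress.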

The identification of well-known drought-related genes in Ofanto plants exposed to DS demonstrates that the stress conditions applied were effective in triggering a typical drought response in Ofanto, but not in Cappelli. This finding suggests, once again, a different perception of drought stress and, consequently, a different molecular response of the two cultivars.

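In Cappelli under DS, 2 of the 21 PSs examined, with 1 PS of RAB18, rose and 2 fell. P5CS went from 2366 ± 281 to 15304 ± 6096 signal units (SD, n = 3), a log2 change of 2.60 (adjusted p = 4.2e-06), and the lipid transfer protein gene LTP4 (At5g59310) from 2382 ± 35.8 to 7379 ± 1328 (1.61, adjusted p = 0.0023). The low temperature and salt response protein gene (At2g38905) fell by 1.76 (adjusted p = 0.00018), whereas it rose by 1.21 in Ofanto (adjusted p = 0.002), and LTP3 fell by 2.76 (adjusted p = 0.0069). LEA14 changed by -0.75 (adjusted p = 0.036), LTI30 by 0.48 (adjusted p = 0.15) and MYB4 by 0.71 (adjusted p = 0.015). The DS response was larger in Ofanto than in Cappelli by 2.35 for LEA14 (SE 0.296, adjusted p = 7.5e-05), by 3.30 for MYB4 (SE 0.24, adjusted p = 2.5e-07) and by 5.62 for RAB18, which was near background in Ofanto control, in the limma test of the difference itself, while for P5CS the difference was -0.65 (adjusted p = 0.25). That test called 13 of the 21 PSs higher in Ofanto and none lower (15 when adjusted over the list alone). In Cappelli alone the median change of the 21 was -0.154. From the drought-related genes of Ofanto, the paper concludes that the drought treatment was effective in triggering a typical drought response in Ofanto but not in Cappelli.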

Notably, 7 PSs corresponding to several genes (*LEA14*, *ANN1*, *RD21A*, *HSP101*, *HSP70*, *CPHSP70-2*, *LTP4*) induced by drought stress in Ofanto but not in Cappelli, showed a higher expression level in Cappelli Ctrl *vs* Ofanto Ctrl. These data suggest that a part of the genes expressed in Ofanto in response to drought were constitutively expressed in Cappelli. 

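In the control plants, LEA14 stood at 806 ± 84.2 signal units in Cappelli against 387 in Ofanto (SD, n = 3), a log2 difference of -1.06 for Ofanto minus Cappelli (adjusted p = 0.00061). HSP101 (At1g74310) stood at 5753 ± 1019 in Cappelli and 217 ± 33.8 in Ofanto (-4.72, SE 0.358, adjusted p = 1.9e-08), and it fell by 5.83 in Cappelli under HS (adjusted p = 3.6e-10), whereas another HSP101 PS rose there by 9.42 (adjusted p = 3.5e-07). RD21A (-1.50, adjusted p = 8.6e-05), the chaperone genes HSP70 (-1.21, adjusted p = 0.0014) and CPHSC70-2 (-1.41, adjusted p = 7.5e-05) and ANN1 (-1.16, adjusted p = 1.3e-05) were also higher in Cappelli. For LTP4 the difference was 0.81 (adjusted p = 0.035), with 4201 ± 566 in Ofanto. In limma, 6 of the 7 PSs were higher in Cappelli control, the study having chosen them on these arrays. The list was lower in Ofanto on balance (fry, adjusted p = 1.2e-07, and camera, adjusted p = 0.00153, which becomes adjusted p = 0.104 with an estimated correlation).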

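Of the 21 PSs examined of the drought list of Ofanto, 10 were higher in Cappelli control than in Ofanto control and 1, P5CS, was lower, by 1.14 on the log2 scale. The dehydrin gene RAB18 stood at 538 ± 247 signal units in Cappelli control and 26.6 ± 24.2 in Ofanto control (SD, n = 3; log2 difference for Ofanto minus Cappelli -4.67, adjusted p = 1.3e-05), and reached 312 ± 19.0 in Ofanto DS. Its PS belongs to a set of 516 PSs that were at least 16-fold higher in Cappelli control and dim in Ofanto control. CIPK3 (At2g26980), a protein kinase of calcium signalling, differed by -2.05 in control and rose by 1.73 under DS in Ofanto (adjusted p = 9.4e-05). Among the dehydration proteins, 5 of the 9 PSs examined were higher in Cappelli control and none was lower.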

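A cysteine proteinase gene (At2g34080) stood at 28413 ± 810 signal units in Ofanto control and 88.6 ± 14.9 in Cappelli control (SD, n = 3; limma, adjusted p = 1.1e-11). An ankyrin repeat protein gene (At4g03500) stood at 4573 ± 492 and 20.9 ± 9.28 (adjusted p = 1.5e-08), and a pectate lyase gene (At4g13710) at 2125 and 30.3 (adjusted p = 4.1e-06). Lipid transfer protein family PSs (At4g15160 and At3g22120) and an invertase and pectin methylesterase inhibitor gene (At1g62760, adjusted p = 8e-06) were also higher in Ofanto and dim in Cappelli. In all, 1801 PSs were higher in Ofanto control and 2553 in Cappelli control. Higher in Cappelli were a chalcone synthase gene (At5g13930), for the first enzyme of flavonoid synthesis, at 5474 ± 1025 against 3.24 ± 1.20 in Ofanto (adjusted p = 6.1e-09), and a glyceraldehyde-3-phosphate dehydrogenase gene (GAPC, At3g04120) at 4929 ± 1249 against 27.4 ± 28.9 (adjusted p = 3.2e-07). The lower signal of each of these genes is near background, so no exact fold is given. Chalcone synthase and GAPC belong, like RAB18, to the 516 PSs, a set whose members rise and fall together over the Cappelli control and DS arrays (median r of a member with the mean of the others 0.871). The control arrays of the cultivars also differed in the poly-A spike-in PSs, by 1.22 on the log2 scale, higher in Ofanto, and in the hybridization spike-in PSs by 0.554. Centring each array on its median moved the share higher in Ofanto from 41.4% to 28.2%.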

On the contrary, none of the 651 PSs expressed at higher level in Ofanto Ctrl *vs* Cappelli Ctrl are known to be related to stress response.

In the cultivar Ofanto, CS treatment led to the modulation of about 5,645 PSs. Of these, 2,374 were in common with HS, 558 PSs were shared with the DS response and 3,150 PSs were specific of the combined treatment (Figure 2E). 

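The dehydrin gene RAB18 stood at 605 ± 157 signal units in Ofanto CS and 31.4 in Ofanto HS (mean, with SD, n = 3), and is among the PSs up under both CS and DS. In all, CS shared 619 PSs with DS in Ofanto (446 up, 131 down, 42 in opposite directions), which is 58.0% of the DS calls, and 3537 PSs with HS (1910 up, 1603 down, 24 in opposite directions), which is 70.6% of the HS calls. CS alone called 5898 PSs, 61.5% of its calls, and 470 PSs were called under all 3 stresses. The stresses share the control arrays. Simulated groups without any change against these controls shared 6.3 PSs in the same direction between CS and HS and 6.3 between CS and DS, against 3513 and 577 observed, and independent lists of the observed sizes would share 833.5 and 170.6. The covariance of the log2 changes was 1.284 for CS and HS against 0.0852 simulated, and 0.407 for CS and DS against 0.0841, where the correlation across PSs was 0.738 against 0.514 simulated and 0.375 against 0.512. Groups without any change yield few calls, so the simulated counts cannot show how much of the overlap of changed PSs the shared controls produce. The 3 control arrays cannot be divided so that each part keeps at least 2, so part of the excess may come from the shared controls.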

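In Cappelli, CS and HS shared 4794 PSs, 2195 up and 2598 down under both and 1 in opposite directions. CS and DS shared 254 PSs, 196 up and 53 down under both and 5 in opposite directions, which is 67.7% of the DS calls. CS alone called 1235 PSs, 20.3% of its calls. Simulated groups without any change against the shared controls had 3.25 PSs in common in the same direction for CS and HS and 1.85 for CS and DS, against 4793 and 249 observed, and independent lists would share 758.7 and 39.5. The covariance of the log2 changes was 1.896 for CS and HS against 0.0581 simulated and 0.289 for CS and DS against 0.0582, where the correlation across PSs was 0.922 against 0.340 simulated and 0.382 against 0.405. As in Ofanto, the simulated counts cannot show how much of the overlap of changed PSs the shared controls produce. The controls cannot be divided so that each part keeps at least 2 arrays, so part of the excess may come from them, and without Cappelli DS replicate 2 the CS and DS lists shared 149 PSs. The balance of the shared PSs turned to 558 up and 674 down for CS and DS with the 2-fold rule and no test, and to 2462 up and 2316 down for CS and HS with arrays centred on their median.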

In Cappelli, CS modulated 1,814 PSs of which 68 were also modulated in response to DS and 1,399 in response to HS (Figure 2F). These results confirm previous findings [12–15] and highlight that the effect of CS is not a simple sum of drought and heat stress, rather it is perceived as a new stress condition.

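The limma contrast of the CS change with the sum of the DS and HS changes called 5142 PSs in Ofanto, 1625 above the sum and 3517 below it. The same contrast called 157 PSs in Cappelli, 81 above the sum and 76 below it, a number that ranged from 77 without Cappelli CS replicate 2 to 452 without Cappelli CS replicate 1, and whose balance turned in 17 of the 24 fits that each left out 1 array. With no filter on dim PSs it called 4 above the sum and 10 below it. Of 100 drawn splits of the arrays, the real one included, 5 gave as many calls, so a random grouping of the arrays was not excluded in Cappelli. These splits mix arrays of groups that differ by stress, so they are no test of the departure on its own. In Ofanto, a histone 3 gene (At5g10400) exceeded the sum by 4.13 on the log2 scale (adjusted p = 2.7e-08) and the histone 1.2 gene (At2g30620) by 1.19 (adjusted p = 0.0002), both for proteins that package DNA.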

### QT-clustering analysis identifies different expression profiles in Cappelli and Ofanto

Besides the genes commonly regulated in the two cultivars, the stress response of Ofanto and Cappelli was characterized by significant differences that might be associated to the different physiological behavior of these genotypes under drought stress [17]. To highlight commonalities and differences between the two cultivars, a QT-cluster analysis was performed to identify groups of genes with an expression profile associated to specific or common responses in the tested genotypes. The QT-clustering algorithm (Pearson correlation higher than 0.8 and minimum cluster size of 30 probe sets), run with 8,660 differentially expressed PSs, identified 52 clusters grouping 5,910 PSs plus 2,750 unclassified PSs (Additional file 4). 

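At the level of single PSs, some genes were called in opposite directions in the cultivars. Each of those PSs also passed the test of the difference in response, which opposite calls all but require. Under DS there were 13 PSs up in Ofanto and down in Cappelli and 12 the other way round, under HS 57 and 38, and under CS 49 and 55. A member under DS was ferritin, which binds iron, with log2 changes of 1.84 in Ofanto and -2.11 in Cappelli. Some of these PSs, such as that of the High Expression Level gene HEL in Cappelli, lay near background in one cultivar.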

Visual analysis of the 52 clusters highlighted a wide range of expression behaviors, no gene cluster was characterized by opposite trends between Ofanto and Cappelli (i.e. up-regulated in one cultivar and down-regulated in the other one). Some clusters showed an almost identical expression profile in the two cultivars (e.g. clusters 5, 13, 14, 21, 35 and 37 with 649 PSs in total), while the others highlighted some differences in gene expression between Ofanto and Cappelli.

Looking at the whole transcriptome numbers (Figure 2E and 2F) the most evident difference between the stress response of Ofanto and Cappelli was the much stronger response of Cappelli to heat stress. In this genotype 85% of all PSs modulated in the experiment were responsive to HS (3,582 PSs out of 4,218; in Ofanto 49%). Furthermore, the PSs regulated by HS and CS in Cappelli represent 77% of all PSs regulated in response to CS in this genotype (in Ofanto 36%).

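Of 44 heat shock protein PSs held from the paper's clusters, the limma test of the difference in HS response called 18 as larger in Cappelli and none as larger in Ofanto, with a median difference of -2.41 on the log2 scale for Ofanto minus Cappelli. Over all PSs that test called 3851 under HS, 2354 with a positive and 1497 with a negative value for Ofanto minus Cappelli, where a positive value can be a larger rise in Ofanto or a deeper fall in Cappelli. The study formed these clusters on the same arrays, so the first count is not independent evidence (20 larger in Cappelli when adjusted over the list alone).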

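PSs called under HS made up 83.3% of the PSs called under any of the 3 stresses in Cappelli and 44.3% in Ofanto. The shares of those called under DS were 4.5% and 9.43%, and of those called under CS 73.0% and 84.7%.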

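Of the PSs called under CS, 78.8% were also called under HS in Cappelli and 36.9% in Ofanto. HS alone called 2127 PSs in Cappelli and 1284 in Ofanto, and all 3 stresses 197 and 470.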

Some clusters highlighted PSs with a contrasting expression trend in the two cultivars across all treatments considered, these clusters could contain genes whose expression might contribute to explain the different molecular response of Ofanto and Cappelli to drought and heat stress. In this context the most relevant are the 9 clusters (namely clusters 1, 4, 8, 10, 17, 18, 23, 40 and 47) showed in Figure 3 and representing a total of 1,923 PSs, all up-regulated. 

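Of the paper's set of 9 clusters, chosen for trends that contrast between the cultivars, Additional file 5 as held here gives 1684 of the 1,923 PSs, from clusters 1, 4, 8, 10, 17 and 18. In Cappelli, 7 of these PSs rose and 3 fell under DS, while 1215 rose under HS and 930 under CS and none fell. Their median log2 change in Cappelli was -0.0223 under DS, 1.46 under HS and 1.16 under CS. In Ofanto, 53 rose and 3 fell under DS, and 582 rose under HS and 1333 under CS, with median changes of 0.137, 0.784 and 1.72. Within cluster 1, 716 of 918 PSs rose under HS in Cappelli and 453 in Ofanto, and within cluster 17, 79 of 95 rose in Cappelli and 9 in Ofanto. The test of the difference in HS response called 400 of the 1684 as higher in Cappelli and 7 as higher in Ofanto. The study formed these clusters on the same arrays, so the counts are not independent evidence of a direction.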

In Cappelli, these genes were characterized by no or almost no response to DS, while, their expression in response to HS and CS was definitely enhanced. In Ofanto, the same clusters were up-regulated in at least one comparison among Ctrl *vs* DS, Ctrl *vs* HS, Ctrl *vs* CS. Overall the expression level of these genes was maximum under HS in Cappelli, while in Ofanto it was more elevated in response to CS. 

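In Cappelli, the highest of the 4 group means was that of HS for 1453 of the 1684 PSs held (86.3%). In Ofanto it was that of CS for 1610 PSs (95.6%), although in cluster 17 only 56.8% of the PSs peaked in CS. Under CS, the limma test of the difference in response called 360 PSs as higher in Ofanto and 30 as higher in Cappelli.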

Since these clusters represent different gene regulation mechanisms, a specific data mining work has been undertaken to identify the key functions and pathways underlined by the selected clusters.

**Figure 3:**
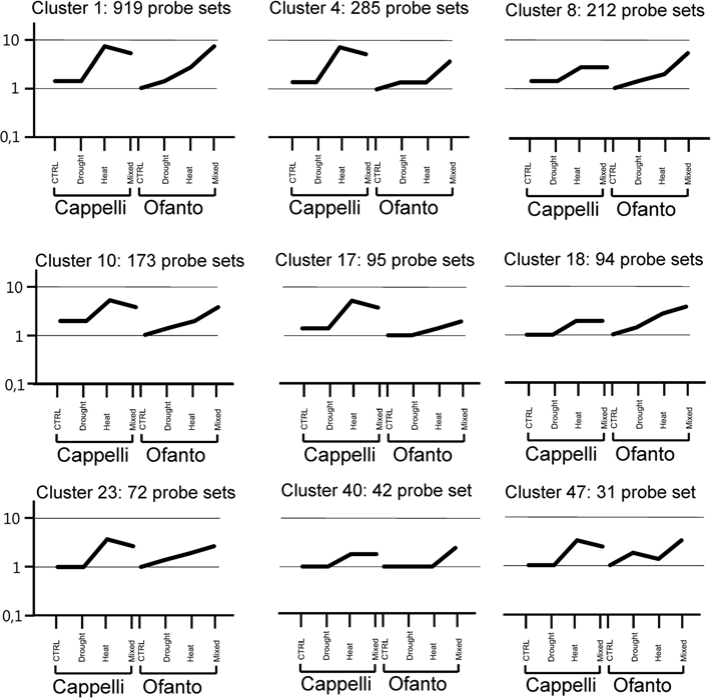
**QT-clustering analysis obtained using the expression values of the 8,660 stress-related genes differentially expressed in at least one condition/genotype.** The analysis was performed with a minimum cluster size of 30 and a correlation value of 0.80. The four treatment conditions, grouped by genotypes, are plotted on x axis. The relative expression level (for each probe set the data were normalized to the median expression level of the Ofanto Ctrl samples) is plotted on the y axis. The lines represent the mean expression trend of all probe sets belonging to each cluster. The nine clusters (cluster 1, 4, 8, 10, 17, 18, 23, 40 and 47) contain genes whose expression might be associated to the different molecular response of Ofanto and Cappelli (details in the Results). The whole data set of 52 clusters is presented in the Additional file 4.

### Signaling components

Among the 1,923 PSs belonging to clusters 1, 4, 8, 10, 17, 18, 23, 40 and 47 there were many components with a known role in the molecular events leading to stress tolerance (Table 2).

**Table 2:** **Overview of the signalling component genes up-regulated by drought, heat and combined stress and belonging to cluster 1, 4, 8, 10, 17, 18, 23, 40 and 47**

Signaling component class	Gene name	AGI code	Probe set ID	Cluster
Ca^2+^ binding protein	*RD20*	At2g33380	Ta.9830.2.S1_at	4
Phosphatidic acid	*PLD*	At3g15730	Ta.11144.1.A1_at	1
		At3g15730	Ta.3908.1.S1_at	1
	*DAG kinase*	At5g07920	Ta.3010.1.A1_at	4
		At2g20900	Ta.3876.1.A1_at	8
Phosphatidylinositol	*PI3K*	At1g60490	Ta.22091.1.A1_at	1
			Ta.28795.1.S1_at	1
	*PI(3,4)K*	At1g13640	TaAffx.110494.1.S1_x_at	1
	*PI4p5K*	At4g33240	Ta.5574.1.S1_a_at	23
			TaAffx.86994.1.S1_at	1
		At3g14270	Ta.5574.3.S1_at	1
	*AtVPS15*	At4g29380	Ta.8384.1.S1_at	8
Chromatin condensation	*Histone 4*	At5g59970	Ta.10329.23.S1_at	1
			Ta.10329.8.S1_x_at	1
	*Histone 1.2*	At2g30620	Ta.23485.1.S1_at	1
	*Histone 2A*	At4g27230	Ta.644.1.S1_at	1
		At1g54690	Ta.6538.2.S1_at	4
	*Histone 2B*	At2g37470	Ta.7378.28.S1_x_at	4
	*Histone 3*	At5g10400	Ta.27101.7_S1_at	40
		At5g10400	Ta.27101.7_S1__xat	40
	*HDAC*	At3g44680	TaAffx.93321.1.S1_at	1
		At5g61060	Ta.1597.1.S1_at	1
	*HAT*	At5g64610	Ta.5414.1.S1_at	1
			Ta.5414.2.S1_a_at	8
	*RCC1*	At3g02300	Ta.15822.1.S1_at	1
		At5g48330	TaAffx.53414.1.S1_at	8
	*SMC2-like condensin*	At5g62410	Ta.20443.1.A1_at	17
	*AtMSI1*	At5g58230	Ta.13849.1.S1_at	1
Stomatal closure	*OST1*	At4g33950	Ta.991.1.S1_a_at	1
			Ta.991.1.S1_at	1
			Ta.991.1.S1_x_at	1
			Ta.2551.1.S1_at	4
			Ta.6040.1.S1_a_at	18
Temperature signaling	*CHY*	At5g65940	Ta.6750.2.S1_a_at	1
			Ta.6750.3.S1_a_at	1
			Ta.6750.3.S1_x_at	1
			TaAffx.108337.1.S1_s_at	1
	*BCKDH*	At3g06850	Ta.12252.1.S1_s_at	4
			Ta.8293.1.A1_at	4
	*HSF*	At3g22830	Ta.28772.1.S1_at	1
		At2g26150	TaAffx.105519.1.S1_at	4
	*HSPs*	45 different probe sets ID		

An early response to stress is represented by the activation of trans-membrane proteins acting as calcium transport channels resulting in a Ca^2+^ flow into the cytosolic region [24]. In *Arabidopsis* the calcium-binding RD20 protein (*At2g33380*) plays a key role in drought tolerance through stomatal control under water deficit condition [25]. On the GeneChip^®^ Wheat Genome Array six PSs with a high sequence similarity to the *RD20* gene are present, among them, one (Ta.9830.2.S1_at) was modulated by stress in the experiment here reported and exhibits an expression profile belonging to cluster 4 (Additional file 5). 

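RD20 (At2g33380), a calcium-binding caleosin of oil bodies, went in Cappelli from 200 ± 37.2 signal units in control to 964 ± 116 in HS and 1003 ± 369 in CS (SD, n = 3), log2 changes of 2.28 (SE 0.409, adjusted p = 0.00014) and 2.27 (adjusted p = 0.00017). In Ofanto it went from 29.3 ± 12.8 in control to 212 ± 82.1 in HS and 1447 ± 362 in CS, log2 changes of 2.90 (adjusted p = 1.6e-05) and 5.72 (adjusted p = 1.2e-09), and to 85.0 ± 8.35 in DS (1.65, adjusted p = 0.01, above the threshold). The control level was lower in Ofanto by -2.87 on the log2 scale (adjusted p = 2.5e-05). The HS response did not differ detectably between the cultivars (0.62, adjusted p = 0.44), whereas the CS response was larger in Ofanto by 3.45 (adjusted p = 0.00017). RD20 was near background in Ofanto control, so the changes and differences that involve that group have no exact size.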

Its transcription was strongly activated in Cappelli in response to HS and CS, while in Ofanto it was activated only by CS (Additional file 5). Besides calcium binding activity, RD20 can play a role as peroxygenase in the oxylipin pathway [26]. Oxylipins are fatty acid hydroperoxide compounds active as germination inhibitors of fungal spores [27] and as modulators of plant development processes [28]. Nevertheless, when we analyzed the expression of all genes involved in the oxylipin pathway, no differentially expressed genes in response to stress were found, suggesting that the up-regulation of *RD20*, in our experiment, is not linked to oxylipin pathway regulation. 

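Of the oxylipin pathway, 5 PSs annotated to oxylipin synthesis were measured, all taken from the part of the paper's Additional file 3 at hand, a list of differentially expressed genes, and those that moved went down. Allene oxide synthase (AOS, At5g42650), the first enzyme towards jasmonate, went in Cappelli from 1250 ± 208 signal units in control to 2.83 ± 0.776 in HS (SD, n = 3; log2 change -8.81, adjusted p = 4.8e-08), and in Ofanto from 154 ± 11.0 to 15.8 (-4.52, adjusted p = 0.00016). Under CS its change was -7.60 in Cappelli and 0.98 in Ofanto (adjusted p = 0.3). The lipoxygenases, which oxidise the fatty acids at the start of the pathway, fell under CS in Ofanto by 2.26 (At1g17420, adjusted p = 8e-07), 6.90 (LOX2, At3g45140, adjusted p = 2.3e-06) and 3.64 (another LOX2 PS). The 12-oxophytodienoate reductase OPR1 (At1g76680) fell by 1.95 (adjusted p = 1e-05) in Ofanto CS and by 1.36 in Cappelli HS. In limma, 4 of 5 PSs fell in Ofanto HS, 4 in Ofanto CS, 5 in Cappelli HS and 4 in Cappelli CS, and none rose. Under DS none was called in either cultivar.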

Several other genes coding for Ca^2+^ binding proteins but without EF-hand motifs, like phospholipase D (PLD) were also found. The PLD catalyzes the cleavage of membrane phospholipids into phosphatidic acid (PA) and a soluble head group; its activity is regulated by [Ca^2+^]. PA, in turn, is a second messenger implicated in plant stress signaling [6], also produced by diacyl-glycerol kinase (DAG kinase) [29]. 

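Phospholipase D (PLD), which releases phosphatidic acid from membrane lipids, has a PS (At3g15730) that went in Ofanto from 107 ± 23.2 signal units in control to 558 ± 54.3 in HS and 956 ± 161 in CS (SD, n = 3), log2 changes of 2.41 (SE 0.188, adjusted p = 1.8e-08) and 3.18 (adjusted p = 9.9e-11). In Cappelli it went from 246 ± 39.7 to 695 ± 9.37 in HS and 582 ± 97.7 in CS (1.51, adjusted p = 2.5e-06, and 1.24, adjusted p = 2.8e-05). Another PS with the same match stayed under 2-fold, with 0.76 in Ofanto CS (adjusted p = 0.00018) and 0.63 in Cappelli HS (adjusted p = 0.0013).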

Two PSs (Ta.11144.1.A1_at, Ta.3908.1.S1_at) with high sequence similarity to *Arabidopsis PLD* (*At3g15730*) were differentially expressed with an expression profile following the one of cluster 1. Moreover two *DAG kinase* (*At5g07920*, *At2g20900*) related probe sets (Ta.3010.1.A1_at, Ta.3876.1.A1_at) belonging to clusters 4 and 8 (Additional file 5) were also differentially expressed.

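A diacylglycerol kinase PS (At2g20900), for the enzyme that turns diacylglycerol into phosphatidic acid, rose in Ofanto by 3.33 on the log2 scale under CS (SE 0.328, adjusted p = 8e-08) and by 1.39 under DS (adjusted p = 0.0074), and in Cappelli by 1.32 under HS (adjusted p = 0.0025) and 1.16 under CS (adjusted p = 0.007). The diacylglycerol kinase PS with the match At5g07920 rose in Cappelli HS by 1.12 (adjusted p = 2.3e-07), stood at 0.78 in Ofanto CS (adjusted p = 1.1e-05), and its HS response was larger in Cappelli (-1.22 for Ofanto minus Cappelli, adjusted p = 3.1e-05).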

Another key messenger in plants is the phosphatidylinositol (PI) that can be phosphorylated at several positions of the inositol head group. 

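Phosphoinositide kinases add phosphates to the inositol lipids of membranes that act as signals. A phosphatidylinositol 3-kinase PS (PI3K, At1g60490) rose by 1.57 on the log2 scale in Ofanto CS (adjusted p = 7.6e-09) and 1.13 in Cappelli HS (adjusted p = 9.1e-07), and its other PS had 0.74 and 0.92, under 2-fold. The PI(3,4)K PS (At1g13640) rose in Cappelli by 2.13 under HS (adjusted p = 1.8e-07), stood at 0.93 in Ofanto CS (adjusted p = 0.00097), and its HS response was larger in Cappelli (-1.32 for Ofanto minus Cappelli, adjusted p = 0.003). All 3 PI4p5K PSs rose in Ofanto CS and Cappelli HS, those with the match At4g33240 by 1.34 and 1.52 and by 1.73 and 1.11, and that with the match At3g14270 by 1.43 and 1.05. AtVPS15 (At4g29380), a partner of PI3K, had 0.82 in Ofanto CS (adjusted p = 1.3e-05), under 2-fold.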

In the experiment here described, *PI3K* (*At1g60490* [Ta.22091.1.A1_at, Ta.28795.1.S1_at]), *PI(3,4)K* (*At1g13640* [TaAffx.110494.1.S1_x_at]) and *PI4p5K* (*At4g33240* [Ta.5574.1.S1_a_at, TaAffx.86994.1.S1_at]; *At3g14270* [Ta.5574.3.S1_at]) were differentially expressed and exhibited the same expression trend of cluster 1, but for *PI(3,4)K* belonging to cluster 23. Notably, it has been reported that PI3K is required for ABA-induced ROS generation that leads to stomatal closure in *Vicia faba*[30]. 

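Of 12 PSs for RD20, phospholipase D, diacylglycerol kinase, the phosphoinositide kinases and AtVPS15, 9 rose in Cappelli HS and 4 in Ofanto HS, and under CS 5 rose in Cappelli and 7 in Ofanto, with none falling in either. Under DS 1 rose in Ofanto and none in Cappelli. The median log2 change under HS was 1.12 in Cappelli and 0.805 in Ofanto. The limma test of the difference in HS response called 2 of the 12 PSs, both larger in Cappelli, and the list lay lower in Ofanto on balance (fry, adjusted p = 0.0116). The study picked these genes on the same arrays, so the counts are not independent evidence. The Cappelli HS change of the list had fry, adjusted p = 2.36e-09, and camera with an estimated correlation, adjusted p = 0.0626. For the difference between cultivars camera gave adjusted p = 0.0527, and adjusted p = 0.421 with an estimated correlation.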

Overall these data suggest that the calcium-related messengers and phosphoinositide signaling are involved in the stress response and that they are more active in Cappelli compared to Ofanto when exposed to HS (see the expression profiles of clusters 1 and 4, Figure 3).

An increased expression of genes encoding proteins involved in epigenetic regulation has also been associated to stress response. The variations of the chromatin structure are often dependent on the expression of histone variants or on histone post-translational modifications [31]. The drought, heat and combined stress activate the expression of different histone variants such as histone 4 (*At5g59970* [Ta.10329.23.S1_at, Ta.10329.8.S1_x_at]), histone 1.2 (*At2g30620* [Ta.23485.1.S1_at]), histone 2A (*At4g27230* [Ta.644.1.S1_at], *At1g54690* [Ta.6538.2.S1_at]), histone 2B (*At2g37470* [Ta.7378.28.S1_x_at]), histone 3 (*At5g10400* [Ta.27101.7.S1_at, Ta.27101.7.S1_x_at]), two histone deacetylases (*At3g44680* [TaAffx.93321.1.S1_at], *At5g61060* [Ta.1597.1.S1_at]) and a histone acetyltransferase (*At5g64610* [Ta.5414.1.S1_at, Ta.5414.2.S1_a_at]), whose expression behaviors were associated mainly to cluster 1, and to some extent also to clusters 4, 8 and 40. Moreover two regulators of chromosome condensation, *RCC1* (*At3g02300* [Ta.15822.1.S1_at], *At5g48330* [TaAffx.53414.1.S1_at], cluster 1 and 8, respectively) and a *SMC2-like condensin* (*At5g62410* [Ta.20443.1.A1_at] cluster 17), were differentially expressed. 

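The histone 1.2 gene (At2g30620), for a linker histone, went in Ofanto from 1691 ± 45.1 signal units in control to 8095 ± 1519 in HS and 30527 ± 1288 in CS (SD, n = 3; log2 change under CS 4.17, SE 0.142, adjusted p = 9.5e-14), and in Cappelli from 3524 ± 592 to 23548 ± 2386 in HS (2.75, adjusted p = 3.5e-11). A histone 4 gene (At5g59970), for a core histone, went from 289 ± 69.6 to 3284 ± 316 in Ofanto CS (3.53, adjusted p = 3.2e-10) and reached 3426 ± 435 in Cappelli HS (3.28, adjusted p = 1.9e-09). A histone 2A gene (At1g54690) rose by 5.91 in Ofanto CS and 8.67 in Cappelli HS (adjusted p = 3.7e-07), and a histone 3 PS by 3.19 and 2.05. Another PS with the match At1g54690, one of the 516 PSs higher in Cappelli control, fell in Cappelli HS by 4.76 (adjusted p = 0.00047). Of 17 histone PSs picked by annotation words from the tables held here, 9 rose and 6 fell in Ofanto CS, and 7 rose and 4 fell in Cappelli HS. Under DS no histone PS rose in either cultivar, and histone 2B (At2g37470) fell in Cappelli by 1.21 (adjusted p = 0.002). Of 8 histone PSs in the paper's list, chosen by the study on these arrays, limma called 4 up in Ofanto HS, 7 in Ofanto CS, 7 in Cappelli HS and 6 in Cappelli CS. The list rose on balance in Ofanto CS (fry, adjusted p = 4.85e-13), and with an estimated correlation camera gave adjusted p = 0.0179 in both Ofanto CS and Cappelli HS. Its HS response was larger in Cappelli (fry, adjusted p = 8.73e-08, and adjusted p = 0.0233 with an estimated correlation), with 4 of the 8 PSs called. The histone acetyltransferase PSs (At5g64610) rose in Ofanto CS by 2.64 and 2.78 and in Cappelli HS by 1.29 and 1.26, and the histone deacetylase PSs with the matches At3g44680 and At5g61060 rose in Ofanto CS by 1.53 and 1.07 and had 0.37 and 0.23 in Cappelli HS. With arrays scaled on the poly-A spike-in PSs, the deacetylase PS with the match At5g61060 stood at -0.012 in Ofanto CS.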

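RCC1, a regulator of chromosome condensation, rose in Ofanto CS by 1.99 on the log2 scale for the PS with the match At3g02300 (adjusted p = 8.2e-11) and by 2.13 for that with At5g48330, with 0.66 and 1.26 in Cappelli HS. The CS response of both was larger in Ofanto, by 1.57 (adjusted p = 1.6e-06) and 1.36. The condensin gene SMC2 (At5g62410) rose in Cappelli by 3.24 under HS (adjusted p = 0.0012) and 3.05 under CS (adjusted p = 0.0022), with 2.02 in Ofanto CS (adjusted p = 0.024) and a difference in HS response of -2.04 for Ofanto minus Cappelli (adjusted p = 0.14).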

Besides regulator of chromosome condensation genes, the WD-40 repeat protein (*At5g58230* [Ta.13849.1.S1_at]), also named *At*MSI1, was described to be involved in chromatin assembly [32].The *msi1 Arabidopsis* mutant exhibits an enhanced expression of many ABA-responsive genes eliciting the response to drought and salt stress. Alexandre *et al*. [32] have demonstrated that MSI1 can bind to the chromatin of the drought-inducible downstream target *RD20* suggesting for MSI1 a role in the negative regulation of *Arabidopsis* drought-stress response. However, in the durum wheat transcriptome analysis here reported, the up-regulation of *AtMSI1* was directly correlated to the expression of ABA-responsive genes and *RD20*. 

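MSI1 (At5g58230), a WD-40 protein that binds histones, went in Ofanto from 1464 ± 103 signal units in control to 3780 ± 171 in CS (SD, n = 3; log2 change 1.37, SE 0.113, adjusted p = 8.3e-09), and in Cappelli from 1747 ± 145 to 4155 ± 444 in HS (1.25, adjusted p = 5.5e-08). In Cappelli CS the change was 0.90 (adjusted p = 3.4e-06), under 2-fold, and DS called it in neither cultivar.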

Fourteen probe sets with high sequence similarity to the gene coding the WD-40 repeat protein (clusters 1, 4, 8, 10, 17, 18, 23, 40 and 47) were found also by the present analysis (Additional file 5). Many of them are annotated as components of CUL4-based E3 ubiquitin ligases [33]. In particular *At4g29380* [Ta.8384.1.S1_at] (also named *AtVPS15*) is a component of CUL4-based E3 ubiquitin ligases, but has a PI3K activity too, and is directly involved in PI3P production [34].

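Among the rows of Additional file 5 held here, 12 PSs are annotated as WD-40 repeat proteins, a fold that holds protein complexes together. Of these, 4 rose in Ofanto HS, 10 in Ofanto CS, 6 in Cappelli HS and 4 in Cappelli CS, and none fell in any of the 6 comparisons with control. Under DS none was called in either cultivar. Their median log2 change was 1.45 in Ofanto CS and 1.09 in Cappelli HS, and the study placed them in its clusters on these arrays.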

The analysis of the gene clusters differentially expressed between Ofanto and Cappelli during stress response identified also 21 probe sets related to proteins containing the RNA recognition motif (RRM) and splicing factors. These proteins were reported to be associated to the mRNA metabolism of genes involved in the ABA signal transduction in *Arabidopsis*[35] as well as in *Vicia faba*[36, 37]. One of these proteins (AKIP1) is constitutively expressed in the nucleus of stomata guard cells, and it aggregates in small structures (speckles) involved in mRNA storage or processing, in response to ABA. Moreover AKIP1 is activated through phosphorylation by AAPK (ABA Activated Protein Kinase) and, once activated, is able for example to bind dehydrin mRNAs [37]. 

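Of 36 PSs annotated with an RNA recognition motif or as splicing factors in the part of Additional file 5 held here, 30 rose in Ofanto CS and 22 in Cappelli HS, against 12 in Ofanto HS and 16 in Cappelli CS, and none fell. These proteins bind and splice transcripts. Under DS 3 rose in Ofanto and none in Cappelli. The limma test of the difference called 12 of them as larger in Ofanto under CS and 3 as larger in Cappelli under HS, all members having been clustered by the study on these arrays.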

In *Arabidopsis* the *AAPK* homolog gene (protein kinase OPEN stomata 1, *OST1*, *At4g33950*, also known as *SnRK2E* or *SnRK2.6*) is up-regulated by ABA and plays a key role in the phosphorylation events that lead to the ABA and osmotic induced stomata closure [38–41]. The wheat GeneChip^®^ carries nine probe sets that have a sequence similarity with *OST1*. Of these, five were found to be up-regulated in durum wheat with an expression profile belonging to cluster 1 (Ta.991.1.S1_a_at, Ta.991.1.S1_at, and Ta.991.1.S1_x_at), cluster 4 (Ta.2551.1.S1_at) and cluster 18 (Ta.6040.1.S1_a_at). 

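OST1 is a protein kinase of guard cells that acts in ABA signalling towards stomatal closure. The PS with the largest change rose in Ofanto by 2.32 on the log2 scale under HS and 3.58 under CS (SE 0.425, adjusted p = 8.4e-07) and in Cappelli by 2.30 under HS (adjusted p = 0.00019) and 1.69 under CS, from a control level lower in Ofanto (-2.57 for Ofanto minus Cappelli). Another 3 PSs, from 1 UniGene cluster, rose in Ofanto CS, the largest change among them being 1.19 (adjusted p = 1.5e-09), and had 0.84 to 0.94 in Cappelli HS, under 2-fold. With arrays scaled on the poly-A spike-in PSs, a pair of these stood at -0.073 and -0.034 in Ofanto CS. The fifth PS rose by 1.36 in Ofanto CS and 1.25 in Cappelli HS. In all, limma called 5 of 5 PSs up in Ofanto CS, 2 in Ofanto HS, 2 in Cappelli HS and 1 in Cappelli CS, the study having picked them on these arrays. The differences in HS and CS response between the cultivars were called for none of the 5. A further PS for this kinase, outside these 5, fell under HS and CS in both cultivars, by 2.01 in Ofanto HS (adjusted p = 7.4e-07) and 1.19 in Cappelli HS.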

Another probe set, Ta.6918.1.S1_at, was identified in cluster 21 (Additional file 3).

*CHY* is a gene (*At5g65940*) coding for a β-hydroxyisobutyryl CoA hydrolase (EC 3.1.2.4) involved in the catabolism of valine and with a role in the perception and transduction of low temperature signaling [42]. In durum wheat four probe sets (Ta.6750.2.S1_a_at, Ta.6750.3.S1_a_at, Ta.6750.3.S1_x_at, TaAffx.108337.1.S1_s_at) with high sequence similarity to the *CHY* were found in cluster 1. 

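CHY, a hydrolase of peroxisomes that degrades the amino acid valine, has 4 PSs here. The PS with the largest change in Cappelli HS went from 2356 ± 120 signal units in Ofanto control to 7021 ± 563 in CS and reached 7886 ± 760 in Cappelli HS (SD, n = 3; log2 changes of 1.57 and 1.52). All 4 PSs rose in Ofanto CS and in Cappelli HS, a pair of the others by 2.07 (adjusted p = 8.6e-10) and 1.98 in Ofanto CS. For the PS with the largest change in Cappelli HS, the HS response was larger in Cappelli (-1.01 for Ofanto minus Cappelli, adjusted p = 0.00093).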

A second gene involved in valine pathway and signal transduction was also differentially expressed; the branched chain alpha-keto acid dehydrogenase (BCKDH, EC 1.2.1.25) is localized in the mitochondria and catalyzes the reaction that leads to the synthesis of isobutyryl-CoA, a substrate of the reaction leading to hydroxyl-isobutyrate, catalyzed by CHY [43]. 

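The branched-chain α-keto acid dehydrogenase (BCKDH), an enzyme of leucine, isoleucine and valine breakdown, has a PS (At3g06850) that rose in Cappelli by 3.34 on the log2 scale under HS (adjusted p = 1.1e-06) and 2.84 under CS, and in Ofanto by 1.45 under HS (adjusted p = 0.0056) and 2.44 under CS. Another BCKDH PS with the same match went from 201 ± 33.0 signal units in Cappelli control to 2037 ± 743 in HS (SD, n = 3; 3.29, adjusted p = 6e-07) and rose by 1.57 in Ofanto CS (adjusted p = 0.0011). Its HS response was larger in Cappelli (-2.62 for Ofanto minus Cappelli, adjusted p = 0.00098).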

The wheat GeneChip^®^ carries three probe sets with sequence similarity to *BCKDH*, two of them (Ta.12252.1.S1_s_at, Ta.8293.1.A1_at) were up-regulated according to cluster 4 expression profile.

The more pronounced response to HS of Cappelli *vs* Ofanto was also supported by two heat-shock factors (*HSF*s, [44]) related probe sets found in clusters 1 and 4, (*At3g22830*, Ta.28772.1.S1_at and *At2g26150*, TaAffx.105519.1.S1_at, respectively) whose expression promoted the up-regulation of 44 *HSP-*related probe sets exhibiting a similar expression trend and belonging to clusters 1, 4, 8, 10, 17, 18, 23, 40 and 47.

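A heat shock factor (HSF) PS (At3g22830), for a transcription factor that switches on heat shock genes, went in Ofanto from 319 ± 41.7 signal units in control to 1487 ± 208 in HS and 8822 ± 965 in CS, and in Cappelli from 325 ± 7.92 to 4956 ± 3042 in HS and 3644 ± 1803 in CS (SD, n = 3). The log2 changes were 2.22 (adjusted p = 5e-05) and 4.79 (SE 0.348, adjusted p = 1.5e-09) in Ofanto and 3.76 (adjusted p = 6.7e-08) and 3.34 in Cappelli, and the difference in HS response was -1.54 for Ofanto minus Cappelli (adjusted p = 0.023), which misses the threshold. The other HSF PS (At2g26150) rose in Ofanto CS by 4.25 (adjusted p = 7.3e-05), and had 1.86 in Ofanto HS (adjusted p = 0.05) and 2.27 in Cappelli HS (adjusted p = 0.016). Of 44 heat shock protein PSs held from the clusters, 37 rose in Ofanto HS, 44 in Ofanto CS, 43 in Cappelli HS and 43 in Cappelli CS. Under DS 1 rose in Cappelli, and 1 fell in Ofanto. Their median log2 change under HS was 6.99 in Cappelli and 4.53 in Ofanto, in clusters the study formed on these arrays.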

Overall, the analysis of the genes belonging to clusters characterized by significantly different expression profiles between Cappelli and Ofanto allowed the identification of a number of key components of the heat and drought signaling pathways, suggesting that the different stress response of the two cultivars is supported by a different modulation of the regulatory mechanisms (Table 2).

### The fatty acids β-oxidation pathway

In plants, the β-oxidation takes place mainly in peroxisomes and glyoxysomes. This pathway requires four enzymatic reactions that are repeated until the fatty acid degradation is completed [45]. The first reaction is catalyzed by acyl-CoA ligase/synthase (ACS, EC 6.2.1.3). There are twenty-two probe sets with high sequence similarity to the gene coding for this enzyme on the wheat GeneChip^®^; seven were differentially expressed, among these four have expression trend according to cluster 17.

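Acyl-CoA synthetases activate fatty acids before β-oxidation. The PSs with the match At3g16170 rose in Cappelli HS by 1.31 on the log2 scale (adjusted p = 0.00019) and by 1.06 (adjusted p = 2.3e-06), while those with the match At3g05970, with 0.98 (adjusted p = 7.3e-06) and 0.73 (adjusted p = 0.0002) stayed under 2-fold. None of the 4 was called in Ofanto HS, Ofanto CS or Cappelli CS. The difference in HS response between the cultivars was called for none of them, with a median of -0.516 for Ofanto minus Cappelli.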

The activity of the acyl-CoA synthase leads to the formation of acyl-CoA that is converted to trans-2-enoyl-CoA by acyl-CoA oxidase (ACX, EC 1.3.3.6), the true first β-oxidation enzyme [46]. In the array there are 7 probe sets exhibiting sequence similarity to the *Arabidopsis* acyl-CoA oxidase genes (*At5g65110*, *At3g51840*, *At1g06290*), four of which were differentially expressed, three (Ta.10260.1.S1_at, Ta.9335.1.S1_at, Ta.9335.1.S1_s_at) belong to cluster 4, one (Ta.3420.2.S1_a_at) belongs to cluster 10. 

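Acyl-CoA oxidases carry out the first step of peroxisomal β-oxidation and release hydrogen peroxide. The PS with the match At5g65110 went in Cappelli from 1064 ± 140 signal units in control to 4711 ± 821 in HS and 4114 ± 2791 in CS (SD, n = 3), log2 changes of 2.14 (SE 0.38, adjusted p = 0.00013) and 1.65 (adjusted p = 0.0016), with 0.88 in Ofanto CS (adjusted p = 0.053). Its HS response was larger in Cappelli (-2.26 for Ofanto minus Cappelli, adjusted p = 0.0041). Of the PSs with the match At3g51840, one rose by 1.50 in Cappelli HS (adjusted p = 9e-05) and 1.26 in Ofanto CS (adjusted p = 0.00037), and the other by 1.21 in Cappelli HS (adjusted p = 0.0001). The PS with the match At1g06290 rose by 1.13 in Ofanto CS (adjusted p = 2.2e-07) and had 0.89 in Ofanto HS and 0.59 in Cappelli HS, under 2-fold.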

The previous reaction requires the presence of FAD as co-factor and O_2_ as electron acceptor; the latter is reduced to H_2_O_2_ that is subsequently decomposed by a peroxisome catalase (EC 1.11.1.16). Six peroxisome catalase-related probe sets were differentially expressed, four according to cluster 4 (Ta.1055.1.S1_at, Ta.1055.1.S1_x_at, Ta.1055.2.S1_at, Ta.1055.2.S1_x_at) and two according to cluster 12 (Additional file 3).

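The 4 PSs of peroxisomal catalase, which breaks down hydrogen peroxide, that the paper places in cluster 4 rose in Cappelli HS, Cappelli CS and Ofanto CS. The other two of the paper, in cluster 12, were not analysed here, and a pair of PSs with the platform's symbol CAT1 stood at -0.16 and -0.47 in Cappelli HS and were not called. In Cappelli HS the PS with the largest change, whose match is At4g35090, rose by 2.83 on the log2 scale (adjusted p = 2.9e-06) and another by 2.09 (adjusted p = 1.4e-06), against 1.37 and 1.40 in Ofanto CS. In Ofanto HS the changes were 0.44 to 0.82 and none was called. The HS response of all 4 was larger in Cappelli, by -2.01 for Ofanto minus Cappelli in the former (adjusted p = 0.0059) and -1.33 in the latter (adjusted p = 0.0076). Taken as a list without those of cluster 12, these 4 PSs rose in Cappelli HS (fry, adjusted p = 1.29e-06, and camera with an estimated correlation, adjusted p = 0.264). The study chose them on these arrays, so this is no test of the paper's whole group and not independent evidence. Without Ofanto CS replicate 3, limma called 2 of the 4 in Ofanto CS, and with arrays scaled on the poly-A spike-in PSs one of the 4, also with the match At4g35090, stood at -0.032 there.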

Subsequently, the trans-2-enoyl-CoA undergoes a hydration reaction catalyzed by enoyl-CoA hydratase (ECH, EC 4.2.1.17) and it is transformed into the corresponding L-β-hydroxyacyl-CoA; in the next step, catalyzed by the L-β-hydroxyacyl-CoA dehydrogenase (HCD, EC 1.1.1.35), the L-β-hydroxyacyl-CoA is converted into β-ketoacyl-CoA, this transformation requires a molecule of NAD^+^ that is reduced to NADH. In plant peroxisomes a multi-functional protein coded by *At4g29010* is responsible for at least four activities, including the activity of enoyl-CoA hydratase and L-β-hydroxyacyl-CoA dehydrogenase [47]. 

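The multifunctional protein of β-oxidation joins enoyl-CoA hydratase and 3-hydroxyacyl-CoA dehydrogenase (ECH/HCD). Its PS with the match At4g29010 went in Ofanto from 3572 ± 78.6 signal units in control to 11357 ± 1868 in CS (SD, n = 3; log2 change 1.66, adjusted p = 2.1e-07) and reached 13439 ± 1086 in Cappelli HS (1.22, adjusted p = 1.4e-05). The PS with the match At3g06860 rose in Cappelli by 1.49 under HS (adjusted p = 4.4e-05) and 1.20 under CS, had 0.21 in Ofanto CS, and its HS response was larger in Cappelli (-1.37 for Ofanto minus Cappelli, adjusted p = 0.0051).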

Two wheat probe sets (Ta.9184.1.S1_at, Ta.2583.1.S1_x_at) have sequence similarity to the *At4g29010* gene and they were both classified in cluster 4.

The ending step of each β-oxidation cycle is the acetyl-CoA detachment from the starting fatty acid, catalyzed by the acyl-CoA-acetyltransferase enzyme or thiolase (AAT, EC 2.3.1.16). One probe set (Ta.28367.1.S1_at) has sequence similarity with the *Arabidopsis* thiolase gene and was induced by stress according to cluster 17.

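Thiolase (At2g33150), which releases acetyl-CoA in the last step of β-oxidation, went in Cappelli from 3615 ± 191 signal units in control to 12331 ± 2150 in HS and 10011 ± 4734 in CS (SD, n = 3), log2 changes of 1.76 (SE 0.253, adjusted p = 1.4e-05) and 1.35 (adjusted p = 0.00026). In Ofanto it stood at 2287 ± 299 in control, 3309 in HS and 4430 ± 926 in CS (0.94, adjusted p = 0.0037, under 2-fold). The difference in HS response was -1.22 for Ofanto minus Cappelli (adjusted p = 0.015), which misses the threshold.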

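Of 11 PSs for acyl-CoA synthetase, acyl-CoA oxidase, the multifunctional protein and thiolase, limma called 8 up in Cappelli HS and none in Ofanto HS, and under CS 3 in Cappelli and 3 in Ofanto, with none down. The counts were the same when adjusted over the list alone, and the study chose the genes on these arrays. The median log2 change was 1.22 in Cappelli HS, 0.359 in Ofanto HS, 0.809 in Cappelli CS and 0.884 in Ofanto CS. Over the 7 of these PSs that entered the set tests, the list rose on balance in Cappelli HS (fry, adjusted p = 1.76e-05, and camera, adjusted p = 0.000871, which becomes adjusted p = 0.325 with an estimated correlation). Without Ofanto CS replicate 2 the count in Ofanto CS was 5, and in Cappelli CS it was 1 without Cappelli CS replicate 1 and 6 without Cappelli CS replicate 3.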

In summary, all genes involved in the fatty acid β-oxidation, as well as a corollary gene of this cycle (peroxisome catalase), are activated by both HS and CS. The highest level of transcription was achieved by HS in Cappelli, while in Ofanto the level of transcription was much lower. 

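In Ofanto HS the largest log2 change among these β-oxidation PSs was that of the acyl-CoA oxidase PS with the match At1g06290, and none reached 2-fold. The limma test of the difference in HS response called 3 of the 11 PSs as larger in Cappelli and none as larger in Ofanto (5 when adjusted over the list alone), with a median of -0.919 for Ofanto minus Cappelli. Over the list without the acyl-CoA synthetases, the difference lay on the side of Cappelli (fry, adjusted p = 0.0101, and camera, adjusted p = 0.00667, which becomes adjusted p = 0.421 with an estimated correlation). The acyl-CoA synthetase PSs left out of this test had no called difference in HS response. The study chose these genes on the same arrays, so the direction is not independent evidence.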

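Under CS, an acyl-CoA oxidase PS and the thiolase PS rose in Cappelli, as did the multifunctional protein PS with the match At3g06860, and in Ofanto a pair of acyl-CoA oxidase PSs and the multifunctional protein PS with the match At4g29010 rose. The list moved up on balance in Ofanto CS (fry, adjusted p = 0.00018) and in Cappelli CS (fry, adjusted p = 0.00155), and camera with an estimated correlation gave adjusted p = 0.425 for both. The test of the difference in CS response called 1 PS as larger in each cultivar, and an acyl-CoA synthetase PS with the match At3g16170 was the one larger in Cappelli (-1.12 for Ofanto minus Cappelli).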

The same pathway is activated in both cultivars under CS. A representation of the β-oxidation pathway with indicated variations in the expression levels of the genes coding for the key enzymes of the pathway is reported in Figure 4.

**Figure 4:**
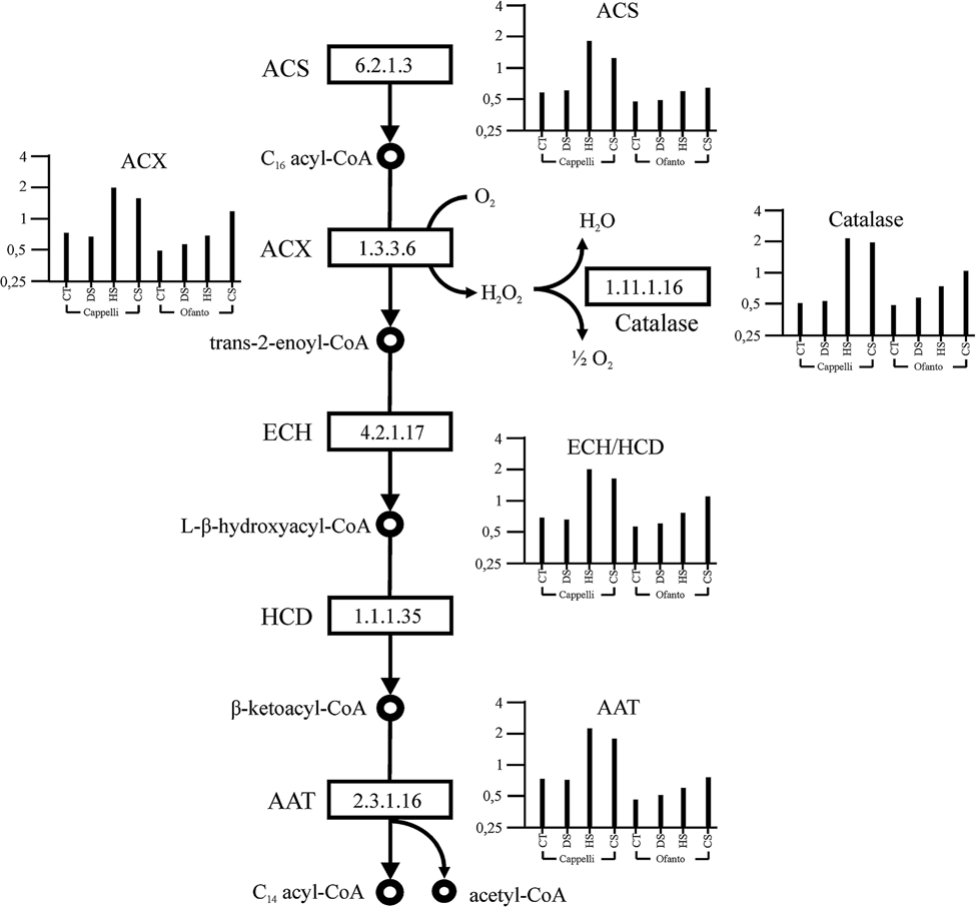
**Representation of the β-oxidation pathway: variations in the expression levels of the genes coding for the key enzymes.** The four treatment conditions, grouped by genotypes, are plotted on x axis. The relative expression level (data normalized to the median for each probe set) is plotted on the y axis. ACS: acyl-CoA synthase (EC 6.2.1.3); ACX: acyl-CoA oxidase (EC 1.3.3.6); Catalase: peroxisome catalase (EC 1.11.1.6); ECH: enoyl-CoA hydratase (EC 4.2.1.17); HCD: L-β-hydroxyacyl-CoA dehydrogenase (EC 1.1.1.35); AAT: acyl-CoA-acetyltransferase enzyme or thiolase (EC 2.3.1.16). CT = Control samples; DS = Drought stressed samples; HS = Heat stressed samples; CS = Combined stress samples.

### The glyoxylate cycle

As β-oxidation pathway, also glyoxylate cycle occurs in peroxisomes and in glyoxysomes. In the glyoxysomes, acetyl-CoA is not further oxidized to produce energy and it is used as substrate to produce sugars. The reactions that occur in this pathway are known as glyoxylate cycle. In the glyoxysome, through a β-oxidation process, the fatty acids are converted into acetyl-CoA units and the reactions are catalyzed by well-known enzymes [48]. 

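Acyl-activating enzyme 7 (AAE7, At3g16910), which makes acetyl-CoA from acetate, went in Ofanto from 90.9 ± 54.2 signal units in control to 418 ± 114 in HS and 1082 ± 114 in CS, and in Cappelli from 101 ± 75.2 to 970 ± 150 in HS and 636 ± 255 in CS (SD, n = 3). The log2 change was 3.84 in Ofanto CS (SE 0.764, adjusted p = 0.00028), 3.82 in Cappelli HS (adjusted p = 0.00041) and 3.13 in Cappelli CS (adjusted p = 0.0024), with 2.44 in Ofanto HS (adjusted p = 0.015), which misses the threshold. The difference in HS response was -1.38 for Ofanto minus Cappelli (adjusted p = 0.35).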

The expression level of the gene *At3g16910* coding the enzyme named acyl-activating enzyme 7 (AAE7; EC 6.2.1.1), responsible for the acetyl-CoA synthesis, is described by four probe sets and, among these, one belongs to cluster 1 (TaAffx.31783.1.S1_at, Additional file 5) while the other three were not differentially expressed. The first step of the glyoxylate cycle is catalyzed by the citrate synthase enzyme (CS, EC 4.1.3.7). 

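A citrate synthase PS (At2g42790), for the enzyme that joins acetyl-CoA and oxaloacetate, rose by 1.21 on the log2 scale in Cappelli HS (SE 0.262, adjusted p = 0.00081) and by 1.01 in Ofanto CS (adjusted p = 0.0027). In Cappelli CS the change was 0.94 (adjusted p = 0.0066), under 2-fold, and in Ofanto HS 0.58 (adjusted p = 0.084). With arrays scaled on the poly-A spike-in PSs, the PS stood at -0.067 in Ofanto CS.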

On the array there are three probe sets which show a sequence similarity with *Arabidopsis* citrate synthase gene (*At2g42790)* and, among these, one belongs to cluster 17 (Ta.970.2.S1_a_at) while the other two were not differentially expressed. Subsequently the citrate is converted to isocitrate by a two-step reaction catalyzed by aconitase (ACO, EC 4.2.1.3). Among the twenty probe sets with high sequence similarity to aconitase genes, only one is differentially expressed (TaAffx.6397.1.S1_at) and belongs to cluster 30. 

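This aconitase PS, for the enzyme that turns citrate into isocitrate, rose in Ofanto under every stress, from 265 ± 63.5 signal units in control to 904 ± 95.0 in DS (SD, n = 3; log2 change 1.79, adjusted p = 0.00063), with 1.91 in HS and 2.10 in CS. In Cappelli it was 1383 ± 309 in control, already higher than in Ofanto (-2.38 for Ofanto minus Cappelli, adjusted p = 8.5e-06), and its changes were -0.85 in DS (adjusted p = 0.11), 0.69 in HS (adjusted p = 0.068) and -0.55 in CS (adjusted p = 0.15). The response was larger in Ofanto by 2.64 under DS (adjusted p = 0.00068) and 2.65 under CS (adjusted p = 0.00014).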

The expression of the isocitrate lyase (ICL, EC 4.1.3.1) gene (*At3g21720*) responsible for the third step of the cycle is described by the TaAffx.79139.1.S1_at probe set that belongs to cluster 17. 

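Isocitrate lyase, the enzyme that splits isocitrate into glyoxylate and succinate, went in Cappelli from 62.2 ± 20.4 signal units in control to 8062 ± 5631 in HS and 12881 ± 10185 in CS (SD, n = 3), log2 changes of 6.85 (SE 1.24, adjusted p = 0.00016) and 7.05 (adjusted p = 0.00014). In Ofanto it stood at 22.1 ± 27.9 in control and 24.1 ± 20.6 in CS, changes of 0.34 in HS (adjusted p = 0.85) and 0.16 in CS (adjusted p = 0.92). The difference for Ofanto minus Cappelli was -6.50 in the HS response (SE 1.76, adjusted p = 0.0093) and -6.88 in the CS response (adjusted p = 0.0053).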

There are three other different probe sets that show high sequence similarity to *At3g21720*, but they were not differentially expressed. Five probe sets represent the gene (*At5g03860*) for the malate syntase (MS, EC 2.3.3.9) that catalyze the fourth step of the cycle. Among these one (Ta.23970.1.A1_at) was differentially expressed and has been classified in cluster 17, another (Ta.23970.1.A1_x_at) has not been assigned to any cluster, and the remaining three were not differentially expressed (Additional file 3). 

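Malate synthase, which joins glyoxylate and acetyl-CoA, went for its PS with the match At5g03860 in Cappelli from 95.9 ± 68.1 signal units in control to 8584 ± 3724 in HS and 6956 ± 5295 in CS (SD, n = 3), log2 changes of 6.89 (SE 1.1, adjusted p = 4.4e-05) and 6.12 (adjusted p = 0.00017). In Ofanto it stood at 110 ± 82.2 in control and 105 ± 70.5 in CS, a change of 0.14 (adjusted p = 0.92), and the difference in CS response was -5.98 for Ofanto minus Cappelli (adjusted p = 0.006). Its other PS rose in Cappelli by 5.50 in HS (adjusted p = 2.4e-05) and 4.59 in CS, and fell in Ofanto DS by 4.01 (adjusted p = 0.003).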

The final step of glyoxylate cycle is catalyzed by malate dehydrogenase. In *Arabidospsis* there are 10 genes coding malate dehydrogenases (MDH, EC 1.1.1.37) that act in cytoplasm, mithocondria, chloroplasts and glyoxysomes. 

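The PS that the paper gives for malate dehydrogenase, whose match in Additional file 5 is a putative malate oxidoreductase (At5g25880), went in Cappelli from 3150 ± 412 signal units in control to 10723 ± 428 in HS and 9366 ± 3007 in CS (SD, n = 3), log2 changes of 1.78 (SE 0.175, adjusted p = 1.4e-07) and 1.53 (adjusted p = 1.1e-06). In Ofanto CS the change was 0.94 (adjusted p = 0.00015), under 2-fold. The HS response was larger in Cappelli (-1.17 for Ofanto minus Cappelli, adjusted p = 0.0017).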

The wheat GeneChip^®^ carries 48 probe sets and only one of them is differentially expressed (Ta.25543.2.S1_at) and belongs to cluster 17.

Similarly to the fatty acid β-oxidation pathway, the glyoxylate cycle appear to be activated by HS specifically in Cappelli, and by CS in both genotypes. 

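Isocitrate lyase and malate synthase, the enzymes found in the glyoxylate cycle and not in the citric acid cycle, rose in Cappelli under HS and CS and were called in Ofanto under neither. Of 7 PSs that the paper assigns to the cycle and to AAE7, among them the PS matched to a malate oxidoreductase, limma called 6 up in Cappelli HS, 5 in Cappelli CS, 1 in Ofanto HS (aconitase) and 3 in Ofanto CS (AAE7, citrate synthase and aconitase), with the same counts when adjusted over the list alone. The study picked these PSs on the same arrays, so the counts are not independent evidence. The test of the difference called 4 PSs as larger in Cappelli under HS, and 3 as larger in Cappelli and 1 in Ofanto under CS. The list moved up on balance in Cappelli HS (fry, adjusted p = 5.26e-06), Cappelli CS (fry, adjusted p = 0.000152) and Ofanto CS (fry, adjusted p = 0.00489), and camera with an estimated correlation gave adjusted p = 0.264, 0.328 and 0.526.

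**Figure D3:**
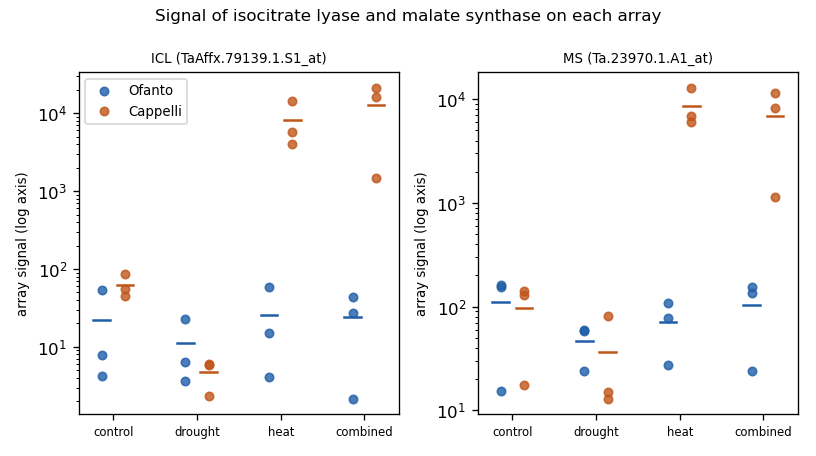
Signal on each array (log axis, signal units) of isocitrate lyase (ICL) and malate synthase (MS) in Ofanto and Cappelli under control and the 3 stresses; points are single arrays and bars the means of 3 arrays. The Cappelli combined stress arrays of ICL lie between 1481 and 21085 signal units, and the Ofanto combined stress arrays between 2.16 and 43.1.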

A representation of the glyoxylate cycle illustrating the variations in the expression levels of the genes coding for the key enzymes of the pathway is reported in Figure 5.

**Figure 5:**
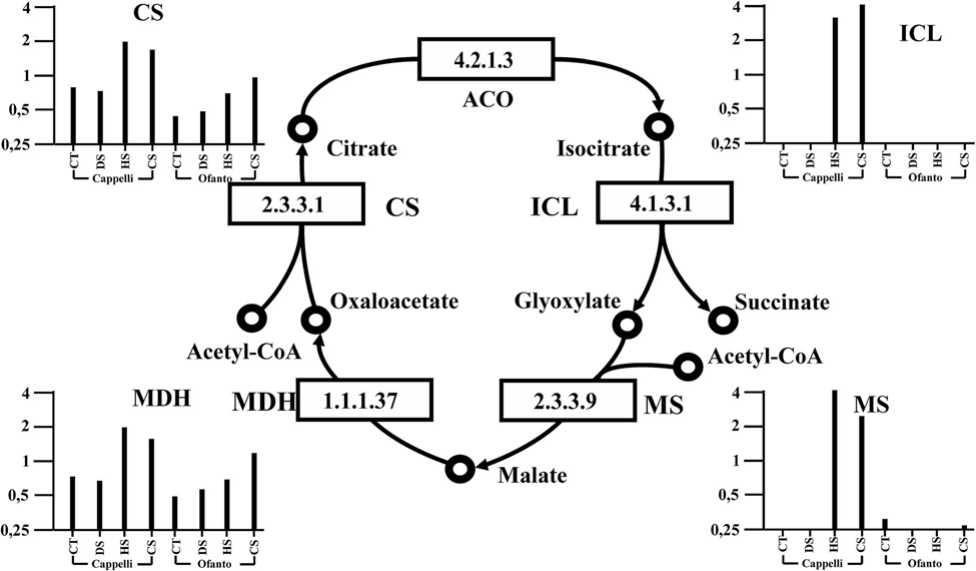
**Representation of the glyoxylate pathway: variations in the expression levels of the genes coding for the key enzymes.** The four treatment conditions, grouped by genotypes, are plotted on x axis. The relative expression level (data normalized to the median for each probe set) is plotted on the y axis. ACO: aconitase (EC 4.2.1.3). CS: citrate synthase (EC 2.3.3.1); ICL: isocitrate lyase (EC 4.1.3.1); MDH: malate dehydrogenase (EC 1.1.1.37); MS: malate syntase (EC 2.3.3.9). CT = Control samples; DS = Drought stressed samples; HS = Heat stressed samples; CS = Combined stress samples.

### Senescence marker genes

The activation of the glyoxylate cycle genes is considered a clear sign of plant cell senescence [49, 50]. To study putative correlation among glyoxylate cycle activation and senescence in durum wheat, several genes, known as senescence markers [51], were checked. A NAC transcription factor (*At5g39610*, *NAC6*/*ANAC092*) was already described as a gene involved in salt promoted senescence [52] and in this experiment it has a cluster 26 expression trend. In *Arabidopsis* the gene *At3g56400* (*WRKY70*) is a negative regulator of senescence [53]. The wheat GeneChip^®^ has three probe sets with high sequence similarity to *WRKY70* and one of them was down-regulated with an opposite expression trend if compared to glyoxylate cycle genes. 

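The homolog of TaNAM-B1 (At3g15510), a NAC transcription factor that speeds leaf senescence, went in Ofanto from 5.66 ± 4.64 signal units in control to 166 ± 30.2 in HS and 1230 ± 262 in CS, and in Cappelli from 164 ± 55.2 to 2983 ± 1018 in HS and 1771 ± 950 in CS (SD, n = 3). The log2 changes were 5.21 (SE 0.507, adjusted p = 2.4e-07) and 8.10 (adjusted p = 2.1e-10) in Ofanto and 4.19 (adjusted p = 1.8e-06) and 3.29 (adjusted p = 3.3e-05) in Cappelli. Under DS it rose in Ofanto to 80.0 ± 15.2, and its change in Cappelli was -0.07 (adjusted p = 0.97). This PS also belongs to the 516 PSs at least 16-fold higher in Cappelli control and dim in Ofanto control, so its changes in Ofanto have no exact size. The HS responses did not differ detectably (1.02 for Ofanto minus Cappelli, adjusted p = 0.3), whereas the CS response was larger in Ofanto by 4.80 (adjusted p = 5.8e-05).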

A third transcription factor involved in senescence processes (*TaNAM-B1*) was found differentially expressed and belongs to cluster 4. *TaNAM-B1* and its homologs are responsible for senescence processes in wheat [54].

Although our data do not show a wide activation of senescence-related genes, several senescence transcription factors were clearly activated with an expression trend correlated to glyoxylate cycle and to many stress response genes, indicating the activation of early heat stress-induced senescence in Cappelli.

### Modulation of gene expression induced by drought at tillering stage and e-QTL mapping

The comparisons of the transcriptomic data as well as the QT-clustering experiment have indicated a different strategy in the response of Cappelli and Ofanto to drought and heat stress at booting stage. Since the difference in WUE between the two cultivars is manifested constitutively through all life cycle [17], 15 drought responsive genes at booting stage (10 more expressed in Ofanto DS *vs* Cappelli DS and 5 *vice-versa*) were also tested in drought treated plants at tillering stage. 

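Of the 15 genes, limma called 9 as higher in Ofanto DS than in Cappelli DS at booting and 2 as lower. Ferritin stood at 21975 ± 1805 signal units in Ofanto DS and 2217 ± 252 in Cappelli DS (SD, n = 3), a log2 difference of 3.31 (SE 0.177, adjusted p = 2.5e-10). A heat shock factor gene (RHSF.11) was higher in Ofanto by 4.29 (adjusted p = 6.9e-09), a hydrophobic protein gene (UP) by 3.22 (adjusted p = 2.8e-08) and a late embryogenesis abundant gene (LEA) by 2.12 (adjusted p = 9e-07). Lower in Ofanto were the fructan synthesis gene 6-SFT, at 168 ± 32.8 against 2150 ± 575 (-3.66, adjusted p = 2.3e-06), and the thaumatin-like protein gene TLP, at 1441 ± 358 against 7498 ± 334 (-2.41, adjusted p = 9e-06). DHN7 (At5g66400) with 0.95 (adjusted p = 0.28), Cp33Hv (At3g52380) with -0.82 (adjusted p = 0.00096), PSII with -0.61 (adjusted p = 0.19) and the NADH gene with -1.49 (adjusted p = 0.033) did not pass both thresholds. The study chose these genes on the same arrays, so the counts are not independent evidence.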

All genes confirmed their drought responsiveness in one or in both cultivars. In each cultivar, 12 genes induced by drought were found. The comparison of the expression level of the genes in Ofanto drought *vs* Cappelli drought highlighted 8 genes with a significantly higher expression level in Ofanto *vs* Cappelli (fold change > 2), while the remaining 7 genes, although generally more expressed in Ofanto, were not significantly different (Figure 6, Additional file 6). These findings suggest that at tillering stage the response of Ofanto to drought is stronger, in terms of gene expression levels, than the response of Cappelli to the same condition. This results, once again, highlights the different response strategy of these two cultivars to drought conditions with a stronger molecular response in Ofanto that is, to some extent, coherent with the results of the transcriptomic analysis performed at booting stage.

**Figure 6:**
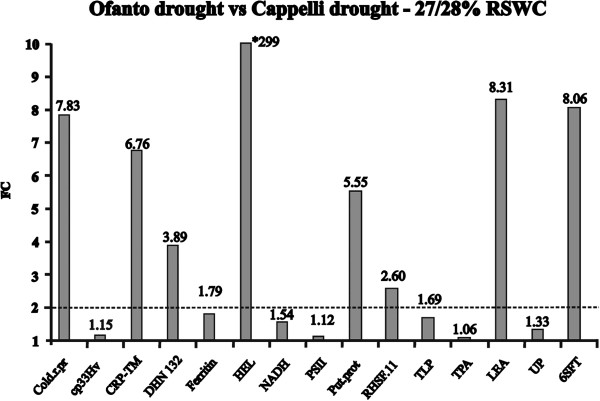
**Fold Change values (FC, number on each column) of the expressed genes selected based on the array hybridization data of flag leaves at booting stage and tested in leaves of drought treated young plants at tillering stage by qRT-PCR analysis.** The FC value is the ratio of the expression level of the selected genes in the comparison Ofanto *vs* Cappelli samples subjected to severe drought stress of 27/28% Relative Soil Water Content (RSWC). The acronyms of the genes in the figure mean: Cold.r.pr (Cold regulated protein, Ta.13183.1.S1_x_at); Cp33Hv (RNA-binding protein cp33 precursor–barley, Ta.18434.1.S1_at); CRP-TM (cold regulated protein, Ta.13183.1.S1_s_at); DHN 132 (dehydrin, DHN, Ta.13255.1.S1_at); Ferritin (Ferritin, Ta.681.2.S1_a_at); HEL (High Expression Level; TaAffx.100436.1.S1_at); NADH (NADH dehydrogenase subunit B, TaAffx.112816.1.S1_at); PSII (Photosystem II 10 K protein precursor; Ta.28750.2.A1_x_at ); Put. Prot (Putative protein, Ta.29464.1.A1_at); RHSF.11 (heat shock factor RHSF11, TaAffx.34778.1.S1_at); TLP (thaumatin-like protein, Ta.25053.1.S1_at); TPA (transposase, Ta.3145.1.S1_at); LEA (Late Embryogenesis Abundant protein, Ta.5913.1.S1_at); UP (Unknown Protein, Ta.28273.1.S1_x_at); 6-SFT (Sucrose:fructan 6-fructosyltransferase, Ta.2789.2.S1_at). * this peak was corrected for comparison to the others.

To gain more details on these contrasting responses we have taken advantage of the genetic tools available for this couple of genotypes and we tested the possibility of mapping QTLs controlling the expression level (e-QTLs) of genes differentially expressed between the cultivars tested. The experiment was carried out using the gene corresponding to the probe set TaAffx.100436.1.S1_at (annotated as High Expression Level gene, *HEL*). 

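HEL went in Ofanto from 1088 ± 185 signal units in control to 3947 ± 521 in DS, 17176 ± 1872 in HS and 26954 ± 4656 in CS (SD, n = 3), with log2 changes of 1.86 in DS (SE 0.378, adjusted p = 0.0025) and 4.63 in CS (adjusted p = 6.9e-09). In Cappelli it stood at 41.0 ± 22.2 in control, 20.1 ± 8.83 in DS, 11.8 ± 3.54 in HS and 8.74 ± 1.85 in CS, below the 60th percentile of the arrays in each group. A change or difference of HEL that involves Cappelli therefore has no exact size.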

At booting stage, the microarray data indicate that this gene was expressed in Ofanto and up-regulated in response to all stress treatments, while an expression below the background value was detected in Cappelli in all tested conditions (Additional file 3). When the expression profile of *HEL* has been verified in an independent experiment carried out at tillering stage in plants subjected to severe drought stress (27-28% RSWC), the qRT-PCR analysis have revealed that *HEL* is clearly expressed in both cultivar in the absence of stress (Ctrl) and down-regulated in response to drought treatment. Nevertheless, the *HEL* transcription level resulted to be much lower in Cappelli than in Ofanto (Additional file 6), so that the fold change value of the ratio Ofanto drought *vs* Cappelli drought was 299-fold higher in Ofanto with respect to Cappelli (Figure 6). This great difference in gene expression associated to drought response was considered an ideal requirement to identify e-QTLs controlling drought gene expression.

The sequence of *HEL* transcript was obtained after “blastn” submission of the TaAffx.100436.1.S1_at probe set in CerealsDB database (Chinese spring Contig444272, 1,448 bp), TIGR Plant Transcript Assemblies (TA97230_4565) and DFCI Wheat Gene Index database (TC419595). A research for ortholog genome sequences in close related *Brachypodium* and *Oryza* species, a search for coding region detection in DNA sequences using ESTScan as well as an analysis for protein sequence in UniProt did not provide any information about these sequences annotation and function. Otherwise, alignment of these sequences detected a putative intron (Additional file 7).

The accumulation of *HEL* transcripts in response to drought was tested on 80 Recombinant Inbred Lines (RILs) from the cross Ofanto x Cappelli exposed to drought at tillering stage. The expression data showed a bimodal frequency distribution in the RIL population that indicates a simple genetic control of the trait (Figure 7). When the Ofanto x Cappelli genetic map, also including the marker corresponding to the *HEL* gene, was used to perform the e-QTL analysis, a single e-QTL with a strong effect located in the telomeric region of the long arm of chromosome 6B was detected. The e-QTL showed a LOD of 43.9, with 95.2% of the observed variability explained, and a negative additive effect was found (-4.93), which indicated that the allele carried by Ofanto was effective in increasing the *HEL* expression level. Notably, the e-QTL was positioned in the same chromosomal region where the *HEL* gene was mapped (Figure 7), a finding suggesting that the main factor controlling *HEL* expression might rely in the gene sequence itself.

**Figure 7:**
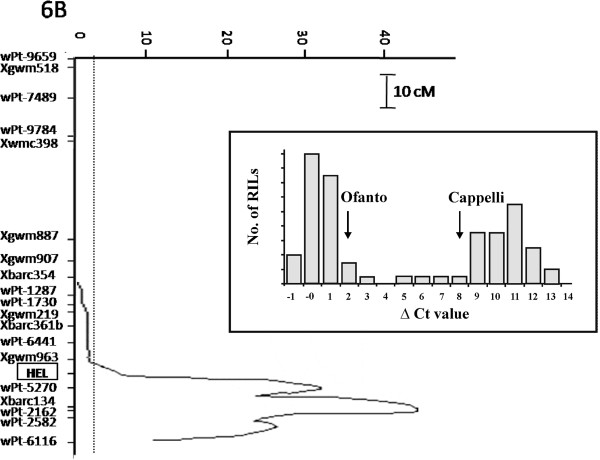
**Partial genetic map of the region of the durum wheat chromosome 6B (long arm) carrying the** ***HEL locus,*** **the major QTL controlling** ***HEL*** **expression level and the corresponding curve of LOD values.** The insert reports the frequency distribution of ∆Ct values of *HEL* expression detected in 80 RILs deriving from the cross between Ofanto and Cappelli and subjected to drought stress (tillering stage) determined by a relative soil water content (RSWC) of 27-28%.

## Conclusions

### Ofanto and Cappelli: two different stress responsive strategies

The durum wheat cultivars Ofanto and Cappelli represent an ideal experimental system to investigate the water stress response in durum wheat. The two cultivars are characterized by a significantly different WUE [16, 17], an Ofanto x Cappelli RIL population has been implemented with a molecular marker map [19, 20] and it is currently used to map some WUE-related traits [18]. The present work was designed to provide an additional level of knowledge on the Ofanto and Cappelli experimental system through a transcriptomic analysis of the molecular response to drought, heat, and a combination of both stress conditions.

The transcriptomic data highlight that Ofanto activated a large set of well-known drought-related genes after drought treatment, while Cappelli showed the constitutive expression of several genes that in Ofanto are induced by drought and a minimal modulation of gene expression in response to stress. Assuming that the extent of gene modulation (number of genes modulated in response to stress) is a consequence of the stress signal perception, the same experimental conditions, determined as SWC, had a different impact both on RWC and on stress signaling in Cappelli and Ofanto. Despite the lower RWC of Cappelli compared to Ofanto, the former cultivar showed a minimal gene activation in response to drought. The lower stomata conductance [17] and the constitutive expression of some drought-related genes might contribute to limit the effect of drought and the stress perception in Cappelli which, in turn, is reflected in a minimal drought-induced gene expression.

The heat response was characterized by the remarkable induction, in Cappelli only, of the genes coding for the enzymes involved in the fatty acids β-oxidation and in the glyoxylate cycle. An enzyme of the β-oxidation pathway, the thiolase (AAT, EC 2.3.1.16), is also involved in ABA signaling. Jiang *et al*. [55] have provided genetic evidence that thiolase positively regulates ABA signaling, including ABA-induced stomata closure in *Arabidopsis*. Overexpression of the gene coding thiolase increased biosynthesis of jasmonic acid (JA) and accelerated dark-induced senescence of leaves; the opposite characteristics were observed in antisense transgenic lines [56]. The enhanced expression of the thiolase gene, together with the activation of the glyoxylate cycle genes (generally associated with senescence [49, 50]) and with the modulation of some senescence marker genes, might suggest an early activation of the senescence and of senescence-related processes in Cappelli but not in Ofanto.

The combination of drought and heat stress in plants is a unique stress sharing a marginal portion of the molecular responses activated by drought and heat stress alone [12–15, 57–59]. This is evident in the case of the cultivar Ofanto that activates 707 PSs in response to drought stress, 3,243 in response to heat stress and 5,645 in response to drought and heat combined stress. However we observed the opposite phenomenon in Cappelli, since it modulates 248 PSs in response to drought stress, 3,852 PSs in response to heat stress and “only” 1,814 in response to the drought and heat combined stress.

The great differences found in the stress response between Ofanto and Cappelli at transcriptomic level underline that cultivars of the same species can use different molecular strategies to cope with unfavorable climatic conditions. Other examples are also known; the different level of salt-tolerance between FL478 (tolerant) and IR29 (sensitive) rice varieties was associated to a different expression of transcripts corresponding to cation transport proteins, involved in reducing Na^+^ influx, and enzymes with antioxidant activity as peroxidases [60, 61]; the different heat tolerance of TAM107 (tolerant) and Chinese Spring (sensitive) bread wheat cultivars was associated to 313 genes differentially expressed between the two varieties in response to heat stress [10].

### e-QTL analysis in young plants

Many studies are available in literature about linkage mapping of genomic regions involved in the control of agronomic traits, but few are still the evidences about e-QTLs [62–64]. A pioneering study in this field was represented by the e-QTL analysis of *Cor14*, a cold regulated gene of wheat and barley. *Cor14* gene expression was higher in frost resistant *vs* susceptible cultivars and the QTL analysis identified a single e-QTL co-segregating with a frost tolerance QTL and with the *CBF locus*, coding key CBF transcription factors controlling the cold response [65, 66]. In this study a similar approach was carried out with a drought induced gene (*HEL*) showing a marked difference in expression level between Ofanto and Cappelli exposed to drought. The expression of a gene can be controlled by a number of different factors, from epigenetic to translational level. In general, *cis*-acting factors, like features of promoters or introns as examples, or trans-acting factors, as transcriptional regulators or protein acting on mRNA splicing, translation or stability of transcripts, can influence the accumulation of the mRNA of a gene [67]. The fact that the analysis of *HEL* gene expression has revealed a single e-QTL with a strong effect (more than 90% of explained phenotypic variability) coincident with the *HEL locus* strongly suggests that the main factor controlling its expression relies in the gene sequence itself. Otherwise, if a trans-acting factor is somehow involved, we can conclude that it is located in the same genomic *locus* of the *HEL* gene. However, the transcription profiles of 41 double haploid wheat lines using the Affymetrix GeneChip^®^ Wheat Genome Array have revealed the putative position of 542 genes identified as major e-QTLs on single-chromosomal regions [68].

Some QTLs for traits related to grain yield in dry environments were previously identified in the region of the e-QTL found in this study, based on molecular markers in common with published genetic maps [69, 70]. Since large parts of the wheat genome are covered with QTLs for drought-related traits, a genetic association between a QTL and an e-QTL is not sufficient to infer for a role of the gene in drought tolerance, but it can represent an indication to be tested with further experiments.

The mapping of the e-QTL controlling *HEL* gene expression, together with other experiments here reported, provides clear evidences that the genetic system based on Cappelli and Ofanto represents an ideal tool for the genetic dissection of the molecular response to drought and other abiotic stresses.

## Methods

### Plant material and growth conditions

For transcriptomic analysis at booting stage two *Triticum turgidum* subsp*. durum* cultivars, Ofanto and Cappelli, were grown in a growth chamber under conditions mimicking the natural growing season. Germination was carried out at 6°C in complete darkness until shoot emergence, then the growth conditions were set at 10 hrs light and 14 hrs dark at 8°C and 6°C, respectively, relative humidity 60%. Growing conditions were then modified according to the plants growth stage: 13 hrs light and 11 hrs dark with 12°C and 8°C, respectively, relative humidity 50% at second leaf stage; 14 hrs light and 10 hrs dark with 15°C and 10°C, respectively, relative humidity 50%, at the third leaf stage; 15 hrs light and 9 hrs dark with 15°C and 12°C, respectively, relative humidity 50%, at tillering stage; 15 hrs light and 9 hrs dark with 19°C and 15°C, respectively, relative humidity 40% at booting stage. Light was provided by 400-W high-pressure lamps (Philips) with a photon flux density of 500 μmol m^-2^ s^-1^.

Plants were grown in pots (38 × 16 cm, 14 cm depth, 12 seeds/pot) filled with a substrate of soil (clay-loam), sand and peat in a 6:3:1 ratio, respectively. Pots filled with the substrate were standardized for weight and field capacity. A complete randomized block design with three replications was adopted. Ammonium biphosphate (pre-sowing) and ammonium nitrate (shoot emergence and tillering) were used as fertilizers for a total amount equivalent to 60 kg/ha of P and 150 kg/ha of N. Powdery mildew was controlled with fungicide (Folicur 1.5 g/L) from tillering onwards. The irrigation was made with tap water (0.5 dS m-1), weighting pots and intervening whenever the soil lost 50% of available water, bringing it back to a soil water content (SWC) corresponding to 28%.

Drought stress (DS), heat stress (HS) and combined stress (CS) were imposed simultaneously when the plants reached the booting stage. Control (Ctrl) plants were kept in the conditions described above and watered to maintain SWC equal to 28%. DS was imposed by withholding water and allowing the pots to reach SWC equal to 12.5%. To monitor SWC the pots weight was measured twice per day. The flag leaves detached at mid of the light period were collected for transcriptomic analysis three days after the imposition of stress. HS was imposed by increasing the temperature for two days at 30°C and 22°C in the 15 hrs light and 9 hrs dark regime, for an initial adaptation phase, then the temperature was increased to 34°C and 26°C light/dark for two days and subsequently to 40°C and 32°C light/dark for an additional day when the flag leaves were collected. CS was imposed withholding water to reach SWC equal to 12.5% as described for DS, and increasing the temperature up to 40°C as described for HS. Before leaf sampling, the flag leaf temperature was evaluated using the Testo-925 thermometer (Table 1). The plant water status was monitored as Relative Water Content (RWC%) determined on the same plants used for RNA isolation using the leaf below the flag leaf (Table 1). All experiments were carried out in triplicate. Leaf material used for molecular analysis was immediately frozen in liquid nitrogen and kept at -80°C.

An additional transcriptomic analysis was carried out at tillering stage. Seedlings of Ofanto, Cappelli and 80 Recombinant Inbreed Lines (RILs) from the cross Ofanto x Cappelli were transferred to pots of 9.5, 7.0 and 17 cm, top diameter, bottom diameter, and depth, respectively (one plant for each pot) at Zadoks stage 0.7 [71], i.e. when the coleoptile had emerged from the caryopsis. The plants were grown in a growth chamber, at 13 hrs light and 11 hrs dark at 20°C and 15°C respectively, with average quantum flux density of PAR of 400 μmol m^-2^ sec^-1^ and humidity of 70% (day) and 90% (night). Before planting, the soil dry weight (DW) and the weight of soil watered till field capacity (WFC) were measured. Relative soil water content (RSWC) was calculated as: RSWC = ((current pot weight – DW)/(WFC-DW))*100. A slow water stress was applied by withholding water for 23 days starting at stage DC14-19 (Zadoks scale) and approximately till tillering (Zadoks stage DC22-29) when the final RSWC level was 27-28% which corresponds to a severe stress. Pots were weighted daily and control plants were watered to 95% of RSWC continuously. The uppermost fully expanded leaves were harvested all at the same time and used for RNA isolation.

### RNA isolation and array hybridization

Total RNA was extracted from leaf tissues by TRIZOL reagent according to the method published by the *Arabidopsis* Functional Genomics Consortium http://www.arabidopsis.org/portals/masc/AFGC/RevisedAFGC/site2RnaL.htm#isolation. RNA was cleaned using RNeasy columns according to the Qiagen RNeasy Mini Handbook. To assess RNA quality and quantity, several dilutions of each sample were analysed using the Agilent RNA 6000 nano Kit and Agilent Bioanalyzer 2100. RNA samples were processed following the Affymetrix GeneChip^®^ Expression Analysis Technical Manual (Affymetrix). Single-stranded, then double-stranded cDNAs were synthesized from the poly(A) mRNA isolated from 5 μg of total RNA for each sample using the Affymetrix One-Cycle Labeling kit and Control reagents. The resulting *ds-*cDNA was column purified and then used as a template to generate biotin tagged cRNA from an *in vitro* transcription reaction (IVT), using the Affymetrix GeneChip^®^ IVT Labelling Kit. Fifteen μg of the resulting biotin-tagged cRNA was fragmented to strands of 35–200 bases in length following prescribed protocols (Affymetrix GeneChip^®^ Expression Analysis Technical Manual) and then hybridized at 45°C with rotation for 16 h (Affymetrix GeneChip^®^ Hybridization Oven 640) to probe sets present on an Affymetrix GeneChip^®^ Wheat Genome Array. The arrays were washed and then stained (SAPE, Streptavidin-phycoerythrin) on an Affymetrix Fluidics Station 450 followed by scanning with a GeneChip^®^ Scanner 3000. Wheat microarray design and expression profiling data are available in PlexDB (http://www.plexdb.org) [72] as experiment “TA47” and at http://www.ncbi.nlm.nih.gov/geo as experiment GSE45563.

### Data processing and analysis

GeneChip^®^ hybridization quality was ensured using the standard Affymetrix controls. B2 oligonucleotides were spiked into each hybridization cocktail. PolyA controls (*lys, phe, thr, dap*) and hybridization controls (*BioB, BioC, BioD* and *Cre*) were used to monitor the labelling and hybridization processes. To draw the “RNA degradation plot” relative to probe signal intensities of the *actin* and *GAPDH* control genes, the R “simpleaffy” library was used. Raw intensity values were normalized by RMA (Robust Multi-array Average) [73] using the R package “Affy” [74]. The same package was used to run the MAS 5.0 algorithm on raw data to produce a detection call for each probe set. These detection calls ("present", "marginal" or "absent") were used to apply an initial filtering step, since genes not expressed ("absent") represent experimental noise and can generate false positives. We removed from analysis all the probe sets that did not show all the three "present" calls in at least one sample. R-squared linear correlation coefficients were computed on the RMA expression values (log2-transformed) for each set of biological triplicates. RMA filtered data were imported to the software Genespring GX 7.3 (Agilent Technologies) and all subsequent analyses were carried out with this software.

Differentially expressed probe sets were identified through a Welch t-test with Benjamini and Hochberg false discovery rate correction for multiple tests [23]. Differences in gene expression were considered to be significant when p-value was lower than 0.01 and induction or repression ratio was equal or higher than 2-fold. Principal Component Analysis (PCA, [75]) was employed to assess the contribution of genotype and treatment factors in the variation detected in the dataset. Clusters of genes with distinctive expression patterns were searched with QT (Quality Threshold) cluster analysis [76]. QT clustering algorithm groups genes into high quality clusters based on two parameters: "minimum cluster size" and "minimum correlation". The minimum cluster size was set to 30 and minimum correlation to 0.80. Functional gene categories over-represented in the clusters in comparison with the whole microarray were searched at the MIPS *Arabidopsis thaliana* database (MAtDB) Functional Catalogue (FunCat, http://mips.helmotz-muenchen.de/proj/funcatDB). MIPS FunCat is a hierarchical database that links *Arabidopsis locus* identifiers to functional categories. The FunCat database currently contains 28 main categories subdivided into 1,289 subcategories [77]. Blast searches were done using HarvEST: Affymetrix Wheat1 Chip 1.50 (http://www.harvest.ucr.edu) and only the annotations of wheat probe sets with a homology level cut-off equal or lower than E-value = e^-10^ were considered.

### qRT-PCR analysis of drought-responsive genes and expression-QTL mapping at tillering stage

Total RNA was isolated from well-watered leaves and drought stressed leaves using the TRI Reagent^®^ Solution (Ambion) and the Qiagen RNA Cleanup Protocol (RNeasy plant mini kit Qiagen). DNA contaminations were removed with the Ambion’s DNA-*free*™ Kit. RNA quantity and integrity was confirmed loading the purified RNAs onto an Agilent^®^ RNA Nano 6000 chip and analyzed on an Agilent^®^ 2100 BioAnalyzer according to the manufacturer’s instructions. The cDNA was synthesized with Standard Reverse Transcription Protocol (Promega) and quantified by Qubit fluorometer™ (Invitrogen).

The description of the selected genes and the complete set of primer pairs are listed in Additional file 8. The specificity and uniqueness of the primers and the amplicons were verified by amplicon sequencing. qRT-PCR reactions were performed with SYBR Green fluorescence detection in a qPCR thermal cycler (ABI PRISM 7300, Applied Biosystems). Each reaction was prepared using 3 μL from a 2 ng/μL dilution of cDNA derived from the RT reaction, 12.5 μL of SYBR Green PCR Master Mix (Qiagen), 1 μM forward and reverse primers, in a total volume of 25 μL. The cycling conditions were: 10 min at 95°C, followed by 40 cycles of 95°C for 15 sec and 60°C for 1 min with the final dissociation at 95°C for 15 sec, 60°C for 30 sec and 95°C for 15 sec. In order to identify a reference gene, the algorithm described by Aprile *et al*. [7] was used to find stably expressed transcripts using microarray data set. The best three ranking probe sets based on Coefficient of Variation (CV) and expression level were: Ta.12727.1.S1_at (CV = 0.075; *Arabidopsis* homolog = *At2g42210*, *OEP16-3*), Ta.9617.1.S1_at (CV = 0.090, *At1g16700*, *NADH-ubiquinone oxidoreductase*) and Ta.3583.1.A1_at (CV = 0.066, *At1g69120*, *AGL7*). 

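Over the 24 arrays, the CV of the linear signal was 0.134 for OEP16-3 (mean 11974 signal units, range 9324 to 15993), 0.0736 for NADH-ubiquinone oxidoreductase (mean 7322, range 6386 to 8864) and 0.105 for AGL7 (mean 9332, range 7912 to 10976). None of the 3 PSs was called under any stress in either cultivar in limma, and the largest of their log2 changes was -0.42, for OEP16-3 in Ofanto CS (adjusted p = 0.0027).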

The CVs based on qRT-PCR data were: CV_*OEP16-3*_ = 0.018, CV_*NADH-ubiquinone* oxidoreductase_ = 0.020, CV_*AGL7*_ = 0.033. The CVs were lower than 0.050 and suitable as qRT-PCR reference genes. In the present work, we used *OEP16-3* as reference gene since it had the lowest CV. Three biological replicates were used for quantification analysis. Melting curve analysis was performed to evaluate the presence of non-specific PCR products and primer dimers. Comparative C_t_ method calculation steps to calculate the fold changes (FC) consist of the following three steps: 1) normalization to endogenous control by comparison of target gene and endogenous control ∆C_t_ = C_t target gene_- C_t endogenous gene_; 2) normalization to calibrator sample ∆C_t sample_-∆Ct_calibrator_ = ∆∆C_t_; 3) using the formula 2^-∆∆Ct^.

To validate the microarray data, four probe sets were subjected to real-time qRT-PCR analysis: Ta.9335.1.S1_at (Acyl-CoA Oxidase, *ACX*), Ta.9184.1.S1_at (Multienzymatic complex, *ECH/HCD*), Ta.28367.1.S1_at (Acetyl-CoA acyltransferase, *AAT*), TaAffx.31738.1.S1_at (Acetate-CoA ligase/synthase, *ACL*).

The transcript *HEL* (High Expression Level) corresponding to the TaAffx.100436.1.S1_at probe set was selected as the most differentially expressed between Ofanto and Cappelli. The probe set sequence was used as a query in a blastn search against the Chinese Spring genomic DNA database of Cerealsdb database (http://www.cerealsdb.uk.net/CerealsDB/Documents/DOC_search_reads.php) and the clone Contig444272 (1448 bp) was obtained (the sequence information are in Additional file 9). Two primers designed on Contig444272 (5’-GTGGGTGGAGTGCATGTGGGTT-3’ and 5’-ACCGGCGTTATCTGCGGTTGC-3’) amplified a fragment of near 1000 bp in Ofanto only, while no amplicons were found from genomic DNA of Cappelli. Amplicon identity was confirmed by sequencing. The PCR reactions were performed in 25 μL volume with 80 ng of template DNA, 1.5 mM MgCl_2,_ 0.2 mM of dNTPs, 1x PCR-Buffer, 0.2 μM of the two primers, and 1 U of Platinum Taq DNA polymerase (Invitrogen); annealing temperature was set at 63°C. This polymorphism was employed to map the corresponding *locus* in the frame of the previously published Ofanto x Cappelli genetic map [19, 20], using the Kosambi mapping function within the JoinMap 4 software [78], considering a minimum LOD score (log_10_ of the odds ratio) of 4.0.

The expression of the gene corresponding to TaAffx.100436.1.S1_at probe set was tested in response to drought on 80 Recombinant Inbreed Lines (RILs), representing the genetic variability of Ofanto x Cappelli segregating population. Two replications were considered for each RIL. QTL analysis was performed using the software package MapQTL^®^, version 5.0 [79] and the genetic map described by Marone *et al*. [19, 20]. The logarithm of odds (LOD) profiles from simple interval mapping were inspected, and the marker closest to each LOD peak was selected as the cofactor to perform the multiple QTL mapping analysis. The LOD significance threshold levels of the respective traits were calculated with the permutation test option provided in MapQTL, using 10,000 permutations.

## Electronic supplementary material

Additional file 1: **RNA degradation plot of the reference probe sets relative to GAPDH gene.** On x-axis there are the 11 probes sorted by position along the *GAPDH* gene (from 5’ to 3’). On y-axis is reported the relative expression value (scaled and shifted). Parallel lines mean that the RNA degradation is constant among samples.

Additional file 2: **Validation of microarray data for four probe sets by qRT-PCR.** In each graph the array data are plotted on the left and qRT-PCR data on the right. Blue bars represent Ofanto data. Red bars represent Cappelli data. CTRL expression data were used as baseline for fold change calculations. The log2 fold change is plotted on the y-axis. The Pearson correlation among microarray FC and qPCR FC is 0.753. ACS: acyl-CoA synthase; ACX: acyl-CoA oxidase; ECH: enoyl-CoA hydratase; HCD: L-β-hydroxyacyl-CoA dehydrogenase; AAT: acyl-CoA-acetyltransferase enzyme or thiolase.

Additional file 3: **The list of the 9,012 differentially expressed genes in the experiment is sorted in column A.**  For each probe set the relative homologous *Arabidopsis* gene (column B), e-score (C), annotation (D), the mean expression level for each treatment (columns E-L) are reported. From column M to column V are reported the statistical comparison results. Empty cells mean not differentially expressed. Column W shows the QT-cluster number for each probe set.

Additional file 4: **QT-clustering analysis obtained using the expression values of the 8,660 stress-related genes differentially expressed in at least one condition/genotype.** The analyses was performed with a minimum cluster size of 30 and a correlation value of 0.80. The four treatment conditions, grouped by genotypes, are plotted on x axis. The relative expression level (for each probe set the data were normalized to the median expression level of the Ofanto Ctrl samples) is plotted on the y axis. The lines represent the mean expression trend of all probe sets belonging to each cluster.

Additional file 5: **The list of the 1,923 differentially expressed genes belonging to cluster 1, 4, 8, 10, 17, 18, 23, 40 and 47 sorted by QT-cluster number (column W).** For each probe set the relative homologous *Arabidopsis* gene (column B), e-score (C), annotation (D), the mean expression level for each treatment (columns E-L) are reported. From column M to column V are reported the statistical comparison results.

Additional file 6: **Data from Affymetrix hybridization experiments expressed as Fold Change (FC) in black. In comparison with the FCs of microarray data, the FCs of qRT-PCR results from the experiment of young plants at tillering stage subjected to severe drought stress of 27/28% of RSWC are reported in blue.** The results showed the differences in gene expression between Ofanto and Cappelli in non stressed/control (Ctrl) *vs* stressed/drought (Dr) condition in 3rd and 4th columns, while the FC values in the comparisons Ofanto stressed/drought (Dr) vs Cappelli stressed/drought (Dr) and Ofanto non stressed/control (Ctrl) vs Cappelli non stressed/control (Ctrl) are listed in the 5th and 6th columns.

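Folds recomputed from the deposited values for the 15 genes in the 4 array comparisons of this file (DS against control in Ofanto and in Cappelli, and Ofanto against Cappelli in control and in DS) gave 60 folds. The paper's fold is other than 1 for 58 of them, and 56 of these 58 lay on the same side of 1 as the paper's. Those of HEL that involve Cappelli and those of DHN7 that involve Ofanto control, 5 in all, rest on a group near background on every array and have no exact size. Each is a ratio on the log2 scale of group means of 3 arrays, turned back to a linear fold.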

Additional file 7: **Alignment analysis of Contig444272 sequence (1,448 bp) with the homologous sequences i) Plant Transcript Assembly TA97230_4565 Sequence, Accession TA97230_4565** ***Triticum aestivum*** **ii) TC419595 (from DFCI Wheat Gene Index, Release12.0) iii) probe set TaAffx.100436.1.S1_at of Wheat Affymetrix Chip.** From the alignment, carried out using the AlignXprogramm (VectorNTI, Invitrogen), the results suggest that Contig444272 sequence contains an intron in the region from 372 to 493 bp.

Additional file 8: **Primer lists used to find expression level polymorphisms and to validate microarray data.**

Additional file 9: **Nucleotide sequence (223 bp) of** ***HEL*** **gene obtained from cDNA of Ofanto and Cappelli by sequencing analysis in the first part of the table, and in the second part Contig444272 sequence (1448 bp) of Chinese spring obtained from cerealsDB database.**

# Supplementary material for: Different stress responsive strategies to drought and heat in two durum wheat cultivars with contrasting water use efficiency
**Source:** BMC Genomics. 2013 Nov 22;14(1):821. doi: 10.1186/1471-2164-14-821
**Supplement:** Supplementary file 6 — Additional file 6: Data from Affymetrix hybridization experiments expressed as Fold Change (FC) in black. In comparison with the FCs of microarray data, the FCs of qRT-PCR results from the experiment of young plants at tillering stage subjected to severe drought stress of 27/28% of RSWC are reported in blue. The results showed the differences in gene expression between Ofanto and Cappelli in non stressed/control (Ctrl) vs stressed/drought (Dr) condition in 3rd and 4th columns, while the FC values in the comparisons Ofanto stressed/drought (Dr) vs Cappelli stressed/drought (Dr) and Ofanto non stressed/control (Ctrl) vs Cappelli non stressed/control (Ctrl) are listed in the 5th and 6th columns.

| **Name**  **Probe set ID** | **UNIPROT** | **Of Drought**  vs **Of Ctrl** | **Ca Drought** vs **Ca Ctrl** | **Of Drought** vs **Ca Drought** | **Of Ctrl** vs **Cap Ctrl** |
| --- | --- | --- | --- | --- | --- |
| Ferritin | AAT67051.1 | 3,7 | 0,2 | 9,0 | 0,5 |
| Ta.681.2.S1_a_at | ferritin [Triticum monococcum] | 10,0 | 15,1 | 1,8 | 2,7 |
| 6-SFT | BAB82469.1 | 0,9 | 3,3 | 0,1 | 0,2 |
| Ta.2789.2.S1_at | sucrose:fructan 6-fructosyltransferase [Triticum aestivum] | 346,5 | 19,0 | 8,1 | 0.4 |
| TPA | DAA02101.1 | 6,3 | 1,2 | 2,6 | 0,5 |
| Ta.3145.1.S1_at | TPA: transposase [Oryza sativa] | 7,6 | 4,7 | 1,1 | 0.7 |
| LEA | BAD22766.1 | 5,7 | 1,3 | 3,9 | 0,9 |
| Ta.5913.1.S1_at | LEA protein [Bromus inermis] | 46,3 | 2,3 | 8,3 | 0.4 |
| CRP-TM | BAC41494.1 | 4,6 | 0,5 | 5,2 | 0,5 |
| Ta.13183.1.S1_s_at | cold regulated protein [Triticum aestivum] | 80,3 | 16,7 | 6,8 | 1,4 |
| Cold regulated prot | BAC41494.1 | 4,7 | 0,4 | 6,5 | 0,5 |
| Ta.13183.1.S1_x_at | cold regulated protein [Triticum aestivum] | 118,1 | 27,9 | 7,8 | 1,9 |
| DHN7 13255 | AAF01695.1 | 6,4 | 0,4 | 2,0 | 0,1 |
| Ta.13255.1.S1_at | dehydrin; DHN7 [Hordeum vulgare] | 3725,8 | 467,4 | 3,9 | 0.5 |
| Cp33HV | CAA11894.1 | 1,1 | 3,2 | 0,5 | 1,5 |
| Ta.18434.1.S1_at | cp33Hv [Hordeum vulgare subsp. vulgare] pir\|\|T05730 probable RNA-binding protein cp33 precursor - barley | 1,5 | 1,2 | 1,2 | 0.9 |
| TLP | AAM15877.1 | 7,7 | 0,6 | 0,2 | 0,0 |
| Ta.25053.1.S1_at | thaumatin-like protein [Triticum aestivum] | 4,3 | 3,5 | 1,7 | 1,4 |
| UP | BAD45939.1 | 3,3 | 1,0 | 9,4 | 2,8 |
| Ta.28273.1.S1_x_at | unknown protein [Oryza sativa (japonica cultivar-group)] sp\|Q9LRI7\|OSR8_ORYSA Hydrophobic protein OSR8 dbj\|BAB03289.1\| hydrophobic polypepti | 3,4 | 3,8 | 1,3 | 1,5 |
| PSII | CAA66373.1 | 1,5 | 7,2 | 0,7 | 3,3 |
| Putative protein | NP_916744.1 | 16,2 | 1,3 | 3,0 | 0,3 |
| Ta.29464.1.A1_at | P0042A10.26 [Oryza sativa (japonica cultivar-group)] dbj\|BAB90084.1\| P0042A10.26 [Oryza sativa (japonica cultivar-group)] dbj\|BAB21146.1\| P0 | 132,8 | 16,1 | 5,6 | 0.7 |
| RHSF11 | AAQ23065.1 | 4,0 | 1,0 | 16,3 | 3,9 |
| TaAffx.34778.1.S1_at | heat shock factor RHSF11 [Oryza sativa (japonica cultivar-group)] ref\|NP_916438.1\| putative heat shock transcription factor | 2,6 | 6,3 | 2,6 | 1 |
| HEL | Unknown | 5,5 | 1,2 | 39,7 | 8,8 |
| TaAffx.100436.1.S1_at | Unknown | 7E-02 | 4.3E-04 | 299,6 | 1,9 |
| NAD(P)H-quinone | AAQ05272.1 | 0,3 | 4,2 | 0,2 | 2,6 |
| TaAffx.112816.1.S1_at | NADH dehydrogenase subunit B [Cycas revoluta] | 0.6 | 0.5 | 1,5 | 1,2 |

# Supplementary material for: Different stress responsive strategies to drought and heat in two durum wheat cultivars with contrasting water use efficiency
**Source:** BMC Genomics. 2013 Nov 22;14(1):821. doi: 10.1186/1471-2164-14-821
**Supplement:** Supplementary file 8 — Additional file 8: Primer lists used to find expression level polymorphisms and to validate microarray data.

| **Names** | **Probe set ID** | **Primer sequence forward** | **Primer sequence reverse** | **Amplicon length (bp)** |
| --- | --- | --- | --- | --- |
| Ferritin | Ta.681.2.S1_a_at | 5´ TCGACCAGATGCTGCTTGAG 3’ | 5´ CATCCTCCATTGCCCGTAGT 3’ | 69 |
| 6-SFT | Ta.2789.2.S1_at | 5’ CCAAGGAAGGCCAAGACATATG 3’ | 5’ GACCCAAGGATAGATGTTTCAATTC 3’ | 75 |
| TPA | Ta.3145.1.S1_at | 5’ CAATAAGAATGAACTTACGAGTATGCAGTA 3’ | 5’ TTTCGTGGGAAAATCGACAGA 3’ | 71 |
| LEA | Ta.5913.1.S1_at | 5’ ATCACAAAGAGCCGCCACTA 3’ | 5’ TCGGACACACCACAGGAAT 3’ | 100 |
| CRP-TM | Ta.13183.1.S1_s_at | 5’ GATTTTGACACTCGGCTCTGT 3’ | 5’ TCGTTGCCATGCGTATACAGG 3’ | 105 |
| Cold regulated protein | Ta.13183.1.S1_x_at | 5’ TTTTGACACTCGGCTCTGTG 3´ | 5’ GCACGCTACAGAACAGACCA 3´ | 83 |
| DHN7 13255 | Ta.13255.1.S1_at | 5’ GCCACCTCTTGCAGAATAATAAGAT 3’ | 5’ ATTCAAGTCCACAAAACTCAGAACTC 3’ | 81 |
| Cp33HV | Ta.18434.1.S1_at | 5’ GTTCAAAAATTCTGCCGTTCCA 3´ | 5’ CGTGGCTGAAATCCCACTTC 3´ | 80 |
| TLP | Ta.25053.1.S1_at | 5’ CGGCGGCGACACCTATT 3’ | 5’ TTCCCCTTGAAGAACTTCGAGTA 3’ | 81 |
| UP | Ta.28273.1.S1_x_at | 5’ GGAGAGCGGCAGGGACTAC 3’ | 5’ CACGGCATGAGGTGCTACAC 3’ | 58 |
| PSII | Ta.28750.2.A1_x_at | 5’ GCTGTTTCTCTGGGCAATCAC 3’ | 5’ AAGCCAAGGCACTAGTATTGTAGACA 3’ | 80 |
| Putative protein | Ta.29464.1.A1_at | 5’ GTCAATTTTGTTCGGCTCATCTT 3’ | 5’ CGATTTGCATCAACCAACG 3’ | 78 |
| RHSF11 | TaAffx.34778.1.S1_at | 5’ GCCGTTCCCCTTCTCTAATC 3’ | 5’ CATAAACTCCAAAACATCACACG 3’ | 106 |
| HEL | TaAffx.100436.1.S1_at | 5’ GGATTGTCAGGATGGCTATGTG 3’ | 5’ TCAGTAAGACCAACACCATTTTTAGG 3’ | 96 |
| NAD(P)H-quinone | TaAffx.112816.1.S1_at | 5’ CCCCCTAGAGTAGCTGTTAATACGAA 3’ | 5’ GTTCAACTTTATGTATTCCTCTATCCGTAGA 3’ | 100 |
| OEP16-3; | Ta.12727.1.S1_at | 5’ GATGCACCTAGTTCCTTTGCAA 3’ | 5’ GCAAGATATTTATTCCAGGTCTGTTG 3’ | 81 |
| AAT | Ta.28367.1.S1_at | 5’ CAGCGTGCACGAAAGATTTA 3’ | 5’ TAGAGGCGTGAAACCAAACC 3’ | 164 |
| ACL | TaAffx.31738.1.S1_at | 5’ GTGGAGAAGGTGGTGTACATGC 3’ | 5’ AAAACACAGCGGAACACAGAAG 3’ | 187 |
| ACX | Ta.9335.1.S1_at | 5’ TCCAGCTCCGACTTTGTTCT 3’ | 5’ ACCTGCTGCAGTAGCGAAAT 3’ | 172 |
| ECH/HCD | Ta.9184.1.S1_at | 5’ CTGAACCTCACATGCGTGAC 3’ | 5’ GATGGGCTTTCCCAAGTACA 3’ | 215 |

# Supplementary material for: Different stress responsive strategies to drought and heat in two durum wheat cultivars with contrasting water use efficiency
**Source:** BMC Genomics. 2013 Nov 22;14(1):821. doi: 10.1186/1471-2164-14-821
**Supplement:** Supplementary file 9 — Additional file 9: Nucleotide sequence (223 bp) of HEL gene obtained from cDNA of Ofanto and Cappelli by sequencing analysis in the first part of the table, and in the second part Contig444272 sequence (1448 bp) of Chinese spring obtained from cerealsDB database.

| **GENE** | **Nucleotide sequence** |
| --- | --- |
| **HEL** | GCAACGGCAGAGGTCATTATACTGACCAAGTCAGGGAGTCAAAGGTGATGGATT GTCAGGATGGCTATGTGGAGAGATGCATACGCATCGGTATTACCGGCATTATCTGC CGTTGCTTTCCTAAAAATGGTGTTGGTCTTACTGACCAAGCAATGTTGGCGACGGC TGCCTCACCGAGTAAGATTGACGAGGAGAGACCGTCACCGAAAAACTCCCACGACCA |
|  |  |
|  | **Sequences of HEL gene obtained from sequencing analyses, about 220 bp** |
|  |  |
| **Contig 444272** | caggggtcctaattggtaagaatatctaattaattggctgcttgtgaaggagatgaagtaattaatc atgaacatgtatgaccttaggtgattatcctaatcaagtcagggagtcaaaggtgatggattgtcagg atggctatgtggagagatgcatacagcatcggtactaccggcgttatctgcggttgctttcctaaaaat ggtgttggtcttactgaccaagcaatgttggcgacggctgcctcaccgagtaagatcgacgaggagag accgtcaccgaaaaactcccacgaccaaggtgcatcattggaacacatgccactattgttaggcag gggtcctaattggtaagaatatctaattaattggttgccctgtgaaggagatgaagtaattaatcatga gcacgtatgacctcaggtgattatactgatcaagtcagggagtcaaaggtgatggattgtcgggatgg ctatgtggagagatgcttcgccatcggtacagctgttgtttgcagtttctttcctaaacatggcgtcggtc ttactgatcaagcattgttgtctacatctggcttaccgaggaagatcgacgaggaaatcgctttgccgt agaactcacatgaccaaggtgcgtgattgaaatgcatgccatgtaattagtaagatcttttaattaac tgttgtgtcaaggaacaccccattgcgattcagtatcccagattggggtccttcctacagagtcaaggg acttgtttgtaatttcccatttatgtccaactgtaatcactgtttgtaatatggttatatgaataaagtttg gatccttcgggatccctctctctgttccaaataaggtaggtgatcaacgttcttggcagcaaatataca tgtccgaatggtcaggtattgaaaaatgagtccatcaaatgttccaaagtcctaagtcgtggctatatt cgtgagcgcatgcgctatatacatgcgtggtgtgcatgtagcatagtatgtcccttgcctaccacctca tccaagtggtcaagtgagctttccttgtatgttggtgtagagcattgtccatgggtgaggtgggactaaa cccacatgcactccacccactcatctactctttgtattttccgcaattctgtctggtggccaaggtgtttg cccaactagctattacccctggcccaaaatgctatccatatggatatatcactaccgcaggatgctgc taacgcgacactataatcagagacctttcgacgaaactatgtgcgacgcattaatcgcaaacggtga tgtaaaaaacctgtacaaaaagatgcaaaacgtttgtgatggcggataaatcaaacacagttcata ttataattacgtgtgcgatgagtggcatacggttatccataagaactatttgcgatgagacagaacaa cagaaac |

How the deposited data were processed for this re-analysis (not part of the article)

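Flag leaf RNA of the durum wheat cultivars Ofanto and Cappelli was measured, at booting according to the paper, on Affymetrix GeneChip Wheat Genome Arrays, in 3 arrays for each of 8 groups: control, drought stress (DS), heat stress (HS) and combined stress (CS) in each cultivar. The sample labels give the leaf stage as 3 leaf fully expanded, the RNA extraction as hot phenol where the paper names TRIZOL, and a whole-transcript labelling where the paper names a One-Cycle kit. The paper's stage is used beside its claims. Each array was assigned to its group from its title and source name. The descriptions of Ofanto control replicates 2 and 3 hold the drought treatment, while their titles and source names say control, and they were kept as control, with an alternative that leaves both out.

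The deposited values are intensity values on a linear scale, 1 per probe set (PS) and array. According to the submitters' processing notes they are MAS5 signals, whose version is not given in the sources used here. The authors scaled each array to a common trimmed mean, which is 500.3 on these arrays. The Methods describe an RMA normalization for the expression analysis and MAS5 for the detection calls, so the values used here are not those the paper analysed, and detection calls were not used. RMA and MAS5 differ in how they treat the background and mismatch probes, so low signals in particular differ between them. All 24 columns were used.

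The table holds 61290 PSs. The 111 control PSs of the array were left out of the tests and served for checks of RNA quality and spike-in level. The 3' minus 5' log2 difference, a check of RNA quality, is the mean over 4 pairs of control PSs. In Ofanto it averaged 0.594 in control, 0.0539 in DS, -0.265 in HS and -0.268 in CS. In Cappelli it averaged -0.0231 in control, 0.654 in DS, -0.0506 in HS and 0.496 in CS. It thus differed between control and stress, and its bearing on the calls was not tested. The values were taken to the log2 scale with no offset, and a PS was kept where all 3 arrays of at least 1 group lay above the 60th percentile of their own array. This step stands in for the paper's requirement of a present call on all 3 arrays of a group and left 28072 PSs, 45.9% of those not on the control list.

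One model with 8 group means was fitted to the 24 arrays with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 16 residual and 1.97 prior degrees of freedom). Moderated contrasts were adjusted by Benjamini-Hochberg over the kept PSs. A PS was called at an adjusted p under 0.01 and a change of at least 2-fold, the thresholds of the paper. The contrasts were each stress against control, CS against DS and against HS, Ofanto against Cappelli in control and in DS, the difference between the responses of the cultivars to each stress, and the departure of CS from the sum of DS and HS. A group below the 60th percentile of its arrays is near background, and a change or difference that involves it has no exact size. The low prior degrees of freedom mean that the spread differs much between PSs and little of it is shared.

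Overlaps of calls against the same controls were set beside groups simulated without any change and beside independent lists. Principal components were computed on the kept PSs, centred and not scaled. Replicates were compared by Pearson's r on log2 values over all PSs, across PSs within a pair of arrays. Before averaging, the columns were checked for copies: the smallest mean absolute log2 difference between any 2 columns was 0.33, between Cappelli DS replicates 2 and 3. The Methods describe a randomized block design with 3 replications of plants in pots and call the replicates biological triplicates. How many plants or pots make up an RNA sample is not given in the sources used here, so the p-values measure the spread between these samples.

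Gene lists of the paper were counted by the calls, adjusted over the list alone as well, and tested with fry and camera, except that no set test is given for the drought list, of which 1 of 10 RAB18 PSs was at hand. The study chose these lists on the same samples. Lists by annotation words, and the contrasts, thresholds and alternatives, were fixed before the data were examined. The PSs named in the text are those the paper names for a comparison, and the 10 with the largest rise and the 10 with the largest fall among the called PSs with an annotation, with every stressed array on the same side of every control array (the 5 largest in each direction for differences in response). Only 1 PS per annotation was taken, and the text prints part of these. Values in the paper's tables had been seen when this rule was written.

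Gene names come from the paper's tables, where they are the best Arabidopsis match of a PS. The copy of Additional file 3 used here holds 1836 of the paper's 9012 listed PSs and that of Additional file 5 holds 1684 of 1923, so no set or overlap test was run on either table. Together they annotate 3155 PSs. A platform table with gene symbols names 1273 PSs with 1 symbol each, of which 13 are not locus numbers, and 59906 PSs are unnamed in it. PSs with the suffix _x_at or _s_at can bind transcripts of several related genes. PS identifiers are not printed, and a PS is named by its gene and its Arabidopsis match.

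The procedure was tested on simulated data made from the spread of these arrays over 28072 PSs, with 50 PSs changed at each fold. For DS against control in Ofanto it recovered 11 of 50 PSs changed 2-fold, 34 changed 3-fold, 40 changed 4-fold and 47 changed 8-fold, with 44 false calls among the unchanged PSs. For CS against control in Cappelli it recovered 16, 36, 39 and 45, with 62 false calls. For the difference in HS response it recovered 9, 27, 34 and 38, with 23 false calls. These false calls exceed the nominal rate for so few changed PSs, and they bear most on the short lists. The methods' t-test recovered 2 of 50 PSs changed 4-fold in Ofanto DS and made 0 false calls.

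The alternatives set in advance were the methods' t-test, limma on only the groups compared, the replicate number as a block, an intensity trend, array weights, no filter, a filter at the 75th percentile, quantile normalization, arrays centred on their median, an offset of 16, other thresholds, and leaving out single arrays or Ofanto control replicates 2 and 3 together. The methods' t-test without adjustment, a scaling on the poly-A spike-in PSs, and the count of differences between the controls without 516 PSs, were added after seeing the data. The median used for centring was taken over all PSs (65.5 to 90.7 signal units) and lies near background, so this alternative aligns the arrays on dim PSs. The array weights did not converge and gave Cappelli CS replicate 2 a weight of 4.59e-11 and Cappelli HS replicate 2 a weight of 9.8. With 3 arrays a group, the number of arrays limits the precision of every value. The RT-qPCR, tillering, physiology and field data of the paper were not analysed here.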

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

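The tests of array centring, of the poly-A spike-in level, of stress stage and of RNA of another organism were chosen only after the result was seen, as were the scaling on spike-in PSs and the count without 516 PSs.

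Genes whose response to drought differed between the cultivars drew attention first, by the limma test of the difference between the responses. That difference, Ofanto minus Cappelli on the log2 scale, was 5.77 for the transaminase gene BCAT5 (At5g65780), which acts on branched-chain amino acids (adjusted p = 0.00074), 5.62 for the dehydrin RAB18 (At5g66400, adjusted p = 0.00048), 5.43 for a phosphatidylethanolamine-binding protein gene (At5g01300), 4.32 for a release factor eRF1 gene (At1g12920) and 4.22 for the NAM family gene At3g15510. Each of the 5 rose in Ofanto DS and was not called in Cappelli DS. The PS matched to At5g01300 is the one the paper names CRP-TM, a cold regulated protein gene of the tillering test. Another PS for a cold regulated protein of that test, from the same UniGene cluster, had folds of 3.24 for DS in Ofanto and 0.475 in Cappelli. RAB18, eRF1 and the NAM family gene belong to a set of 516 PSs at least 16-fold higher in Cappelli control and dim in Ofanto control, and BCAT5 was dim in control and DS in both cultivars, so these sizes are not exact. On the other side stood a proline-rich protein gene (At3g09000) at -2.93, the anion channel gene CLC-a (At5g40890) at -2.57 and Rubisco activase (At2g39730), which keeps the carbon-fixing enzyme active, at -2.39 (adjusted p = 1e-05), which rose in Cappelli and were not called in Ofanto. A mitochondrial ATP synthase gene (At2g07698) at -2.18 and a 2OG-Fe(II) oxygenase gene (At3g19000) at -2.18 fell in Ofanto and were not called in Cappelli. In all, 1149 PSs differed in their DS response. Of the PSs called under DS in both cultivars, 25 ran in opposite directions, and the difference was called for each of them. Opposite calls all but require this, here and under HS and CS below.

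Under HS, the difference was 7.29 for chalcone synthase (At5g13930), 7.08 for the arabinogalactan protein gene AGP23 (At3g57690, adjusted p = 3.3e-06) and 5.65 for a germin-like protein gene (At5g39110), which fell in Cappelli and were not called in Ofanto. It was 5.94 for a glycosyl hydrolase family 17 gene (At3g57260), which fell in both cultivars, and 5.84 for a vesicle-associated membrane protein gene (At2g45140), called in neither. Chalcone synthase, the germin-like gene and the vesicle-associated gene belong to the 516 PSs. The differences were -8.13 for an expressed protein (At5g07330), which rose in both cultivars, and -7.60 for a Tim17 family gene of mitochondrial import (At4g16160), -7.47 for a 2OG-Fe(II) oxygenase gene (At5g20400), -7.13 for malate synthase (At5g03860) and -6.50 for isocitrate lyase (At3g21720), which rose in Cappelli and were not called in Ofanto. The last 2 are the enzymes specific to the glyoxylate cycle. The HS response differed in 3851 PSs, and 95 PSs called in both cultivars ran in opposite directions, all 95 with a called difference.

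Under CS, the difference was 9.28 for an AWPM-19-like membrane protein gene (At1g04560, adjusted p = 1.2e-05), 6.45 for a cytochrome P450 gene (At3g26310) of the 516 PSs, 5.80 for an expressed protein (At1g48450, adjusted p = 1.2e-10) and 5.50 for a class 3 lipase gene (At4g18550), which rose in Ofanto and were not called in Cappelli. For allene oxide synthase (At5g42650), the first enzyme towards jasmonate, it was 8.59, where the gene fell by 7.60 in Cappelli to a signal near background and had a change of 0.98 in Ofanto (adjusted p = 0.3). Isocitrate lyase at -6.88 and malate synthase at -5.98 rose in Cappelli and were not called in Ofanto. A lipid transfer protein family gene (At3g22120) at -6.80, a pectate lyase gene (At4g13710) at -6.20 and an ankyrin repeat gene (At4g03500) at -5.60 fell in Ofanto and were not called in Cappelli. The CS response differed in 5068 PSs, and 104 PSs called in both cultivars ran in opposite directions, all 104 with a called difference.

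The paper reports no values for the spike-in PSs. The poly-A spike-in PSs, added to the RNA before labelling, were higher on the CS arrays than on the control arrays by 1.08 on the log2 scale in Ofanto and by 1.09 in Cappelli, and under HS they differed from control by -0.76 in Ofanto and 0.42 in Cappelli. The set of 516 PSs was at least 16-fold higher in Cappelli control than in Ofanto control and dim in Ofanto control, and 118 PSs showed the reverse difference.

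The Cappelli CS arrays spread more than those of any other group, with a median SD of 0.322 on the log2 scale over kept PSs. Single arrays of poor RNA were not shown and stay open. Of the 3 arrays, 0 had a 3' minus 5' difference of control PSs outside the range of the other arrays (0.73, 0.68 and 0.08 within -0.72 to 1.16). That difference is a mean of 4 control pairs, and 1 pair, CYP86, ranged from -6.08 to -1.33 over the arrays. A range widened in this way can hardly set a poor array apart, and it does not cover faults of labelling or hybridization. A Cappelli HS array under a wrong label stays open: the difference of the closest array, replicate 2, from the HS mean correlated at -0.257 with the Ofanto change from HS to CS, as against 0.07 and -0.34 for the other arrays, so that none of the 3 arrays was set apart by a clear correlation with that change. Plants that differ in how far the response has gone are also open, as the largest correlation of an array's deviation with the Ofanto CS response was 0.276, in replicate 1. The Cappelli CS plants also have the widest spread of relative water content in the paper's Table 1, which was not tested against the arrays because values per plant are not at hand.

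More PSs fell than rose in Ofanto CS (5542 against 4042, so that 42.2% of calls were rises). The scaling of each array to a common trimmed mean may set this balance, as centring each array on its median turned it to 62.4% rises. That median, 65.5 to 90.7 signal units over all PSs, lies under the 60th percentile (107 to 144), near background. The centring thus aligns the arrays on dim PSs and cannot decide whether the scaling sets the balance. Less messenger RNA per total RNA in the stressed leaves is another candidate explanation: the poly-A spike-in PSs were higher by 1.08 (lowest CS array 0.86 above the highest control array) while the hybridization spike-in PSs moved by -0.10. With arrays scaled on the poly-A PSs, 14201 PSs were called in Ofanto CS, of which 8.21% rose, and 11927 in Cappelli CS, of which 5.34% rose. The direction of the balance is therefore open, and these values cannot show whether messenger RNA content or the amount of spike-in added differed.

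Between the control plants, 4354 PSs differed. Probe sequence differences between the cultivars are argued against as the whole cause, for UniGene clusters with several PSs. Over 775 such clusters, a mean of 84.1% of the other PSs pointed the same way as the PS with the largest difference. For the HS response the mean was 90.9% over 1067 clusters in Cappelli and 83.6% over 1019 in Ofanto. Only signs were compared, and called PSs with no other PS in their cluster were not covered. For the 516 PSs, RNA of another organism on the Cappelli control leaves is a candidate explanation: over the Cappelli control and DS arrays, centred within groups, a member correlated with the mean of the others at a median of 0.871, against at most 0.133 in 100 random sets, and 88.4% of the members were lower under HS in Cappelli (275 called down, 12 up). The members were chosen for a high signal on the same Cappelli control arrays, which favours a fall from control. Genes that are regulated together would also correlate more than random sets. These values therefore cannot show whether the RNA is that of another organism. The median signal of the members was 797 units in Cappelli control, 396 in DS, 110 in HS and 254 in CS, against 17.0 to 23.7 in the Ofanto groups. The set includes a GAPC PS and 7 of the 38 ribosomal protein PSs that the tables at hand annotate. Other members match genes for chalcone synthase, the dehydrin RAB18, a germin-like protein and an auxin efflux carrier. Among the members that rose under HS in Cappelli were the NAM family gene At3g15510, by 4.19, and a xyloglucan endotransglycosylase PS (At5g57540), by 5.42. The set is thus mixed. Differences in gene content or in plant stage between the cultivars were not tested and stay open (without the 516 PSs, the number of probe sets called, Ofanto control minus Cappelli control, was 3823, with 1794 higher and 2029 lower in Ofanto).

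Other splits of the arrays were counted for each comparison. With 3 arrays against 3 there are 10 splits, too few for a share under 0.05, and in each of these 12 comparisons 1 split, the real one, gave as many calls. The highest count of another split, beside the real count, was 3 beside 1067 in Ofanto DS, 1 beside 5011 in Ofanto HS, 3 beside 9584 in Ofanto CS, 0 beside 375 in Cappelli DS, 1 beside 6940 in Cappelli HS and 1 beside 6086 in Cappelli CS. It was 4 beside 8421 and 5 beside 5572 for CS against DS and HS in Ofanto, 2 beside 4836 and 97 beside 258 in Cappelli, 1 beside 4354 between the controls and 1 beside 2885 between the DS plants. For the differences in response, 2 of 100 drawn splits, the real one included, gave as many calls, a share under 0.05, and a split with more calls existed in each case (6248 for DS, 5031 for HS and 10723 for CS). The same held for the departure from additivity in Ofanto (2 of 100, with 5142 real calls and 7287 in the highest other split). A split with more calls than the real one points to a structure of the samples, and these splits mix arrays of groups that differ by stress and cultivar. The shares therefore bear on a random grouping of the arrays and are no test of the difference in response or the departure on its own, for which the limma test stands. In Cappelli, a random grouping of the arrays was not excluded for the departure from additivity, where 5 of 100 splits gave as many calls as the real 157, the highest 5394. The same limit holds for these splits.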

How the results depend on the processing

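The methods' t-test without adjustment, the scaling on the poly-A spike-in PSs and the count of differences between the controls without 516 PSs were chosen only after the result was seen.

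None of the 614 called values of named PSs that were run under the alternatives set in advance changed sign, and some did under CS with arrays scaled on the poly-A PSs, as given below. Genes named through the platform's symbols, the departures from additivity of single PSs and some PSs named in passing were not run. The balance of rises and falls of several counts did turn, as given with the scaling, and the ratio of Ofanto to Cappelli calls under HS went from 0.722 to 1.09 with the methods' t-test. Of the counts, shares and components, 655 values under the alternatives stayed within the margin set for them and 183 moved beyond it, with 1464 and 48 when single arrays were left out. Of the values of named PSs, 16821 kept their side of the threshold, 355 newly passed it and 760 no longer passed it, with 9596, 76 and 450 when single arrays were left out. The 614 called values of named PSs lost 101 calls with limma on only the groups compared, 65 with no filter, 33 with arrays centred on their median, 28 with array weights, 20 with quantile normalization, 11 with an offset of 16 and 0 with an intensity trend, no minimum fold, a higher p threshold or the 2-fold rule with no test. The methods' t-test ended 393 of the 485 calls it could be run on, leaving out Ofanto control replicates 2 and 3 ended 98 of 386, and leaving out single arrays ended 102 of 614. Where a call or count changed, the cause was not tested, unless the alternative itself gives it, as fewer arrays, a looser threshold or a larger burden of adjustment do. Signals near the background of the arrays carry the largest spread, which limits the calls of dim PSs. The t-test was not run for the differences in response or the departures from additivity, and leaving out Ofanto control replicates 2 and 3 was run only where those arrays enter the comparison.

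With the methods' t-test and Benjamini-Hochberg adjustment, 6 PSs passed in Ofanto DS (1067 with limma over all arrays), 1223 in Ofanto HS (5011), 3129 in Ofanto CS (9584), 0 in Cappelli DS (375), 1121 in Cappelli HS (6940) and 154 in Cappelli CS (6086). At the methods' threshold of p without adjustment and at least 2-fold, the same t-test gave 869, 3512 and 6352 PSs in Ofanto and 487, 4359 and 2983 in Cappelli, and at an unadjusted p under 0.05 with no minimum fold Cappelli DS gave 6188. CS against DS gave 2548 PSs in Ofanto (8421) and 6 in Cappelli (4836), and CS against HS gave 546 in Ofanto (5572) and 0 in Cappelli (258; 2157 at an unadjusted p under 0.05). The controls differed in 368 PSs (4354) and the DS plants in 257 (2885). The cultivars then shared 0 PSs under DS (65; 2102 at an unadjusted p under 0.05 in both), 194 under HS (2384) and 69 under CS (3683). CS shared 665 PSs with HS (3537) and 4 with DS (619) in Ofanto, and 80 (4794) and 0 (254; 2992 at an unadjusted p under 0.05 in both) in Cappelli. Any of the 5 comparisons called 4677 PSs in Ofanto (13224), 1197 in Cappelli (8886) and 600 in both (6331), and CS alone called 2462 in Ofanto (5898). Of the paper's drought genes, 0 rose in Ofanto DS (18 with limma), 1 of its constitutive genes was lower in Ofanto control (6), and of the genes of the tillering test 2 were higher (9) and 0 lower (2) in Ofanto DS. At an unadjusted p under 0.05 the t-test gave 21 drought genes higher and 4 genes of the tillering test lower. In Cappelli HS, 0 calcium and phosphoinositide genes rose (9 with limma), 2 histones (7), 1 gene of stomatal closure (2), 2 beta-oxidation genes (8) and 0 glyoxylate cycle genes (6), and 2 oxylipin genes fell (5). In Ofanto CS, 3 histones rose (7), 0 beta-oxidation genes (3), 0 catalase PSs (4) and 1 glyoxylate cycle gene (3), and 1 oxylipin gene fell (4), while in Cappelli CS 0 beta-oxidation genes (3) and 0 glyoxylate cycle genes (5) rose. Of the heat shock proteins of the clusters, 9 rose in Ofanto HS (37), 22 in Ofanto CS (44) and 16 in Cappelli HS (43). Of the RNA recognition motif and splicing factors, 5 rose in Ofanto HS (12) and 8 in Cappelli HS (22), and of the WD-40 proteins 0 rose in Ofanto HS (4), 3 in Ofanto CS (10) and 2 in Cappelli HS (6). For the groups with 0 genes, the t-test at an unadjusted p under 0.05 gave 12 calcium and phosphoinositide and 5 glyoxylate cycle genes in Cappelli HS, 8 beta-oxidation genes and 4 catalase PSs in Ofanto CS, 2 beta-oxidation and 3 glyoxylate cycle genes in Cappelli CS, and 8 WD-40 proteins in Ofanto HS.

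Limma on only the groups compared gave 597 PSs in Ofanto DS, 64 in Cappelli DS, 2878 for CS against DS and 0 for CS against HS in Cappelli (3193 at an unadjusted p under 0.05), and 1 for the departure from additivity in Cappelli (157). With it, the cultivars shared 15 PSs under DS, CS and DS shared 361 in Ofanto and 33 in Cappelli, CS and HS shared 3184 in Cappelli, and 0 beta-oxidation genes (9 at an unadjusted p under 0.05) and 2 glyoxylate cycle genes rose in Cappelli CS.

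With no minimum fold, the counts in Ofanto were 2113 (DS), 8875 (HS), 12674 (CS against DS) and 9650 (CS against HS), those in Cappelli 821 (DS), 11015 (HS), 9967 (CS), 8347 (CS against DS) and 538 (CS against HS), and the cultivars differed in 7568 PSs in control and 5131 in DS. The cultivars then shared 177 PSs under DS, 5037 under HS and 6694 under CS, CS shared 6549 with HS and 1499 with DS in Ofanto and 7989 and 631 in Cappelli, and any comparison called 13912 in Cappelli and 11131 in both. In Ofanto CS, 12 calcium and phosphoinositide genes and 5 beta-oxidation genes rose. In Ofanto HS 1 beta-oxidation gene, 24 RNA recognition motif and splicing factors and 8 WD-40 proteins rose, in Cappelli HS 5 genes of stomatal closure and 10 WD-40 proteins, and in Cappelli CS 8 beta-oxidation genes. An adjusted p under 0.05 gave 1630 PSs in Ofanto DS, 653 in Cappelli DS, 747 for CS against HS in Cappelli, 2008 for the difference in DS response, 437 for the departure from additivity in Cappelli, and 127, 931 and 432 for the PSs shared under DS, by CS and DS in Ofanto, and by CS and DS in Cappelli. The 2-fold rule with no test gave 3082 in Ofanto DS, 2021 in Cappelli DS, 2368 for CS against HS in Cappelli, 6574 between the controls, 5021 between the DS plants, 4951, 8609 and 9586 for the differences in DS, HS and CS response, and 9611 and 3633 for the departures from additivity in Ofanto and Cappelli. It shared 651 under DS and 4016 under HS between the cultivars and 1853 and 1441 between CS and DS in Ofanto and Cappelli, and any comparison called 9510 in both.

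Array weights gave 720 PSs in Cappelli DS, 19 for CS against HS and 50 for the departure from additivity in Cappelli, 1958 for the difference in DS response, 147 shared under DS, 5 beta-oxidation genes in Ofanto CS and 1 glyoxylate cycle gene in Cappelli CS. With no filter, Cappelli DS gave 222 PSs, CS against HS in Cappelli 70, the difference in DS response 556, the departure from additivity in Cappelli 14, the PSs shared under DS 37 and those shared by CS and DS in Cappelli 162. With arrays centred on their median, CS against HS in Cappelli gave 128 and the departure from additivity in Cappelli 74, 12 calcium and phosphoinositide and 5 beta-oxidation genes rose in Ofanto CS, 4 genes of stomatal closure in Cappelli HS, and 2 beta-oxidation genes, 20 RNA recognition motif and splicing factors and 7 WD-40 proteins in Ofanto HS. An intensity trend gave 244 for the departure from additivity in Cappelli, and without Ofanto control replicates 2 and 3 there were 2 catalase PSs higher in Ofanto CS. Principal components 1 and 2 carried 39.07 and 27.21% of the variance, against 18.34 and 13.53% with no filter, 45.73 and 30.34% with the 75th percentile filter, 43.15 and 25.75% with an offset of 16, and 32.85 and 16.54% with PSs scaled to unit variance, and component 1 carried 38.39% with arrays centred on their median. The lowest replicate correlation, 0.868 across PSs, was 0.917 on linear values and 0.901 over the kept PSs.

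The balance of rises and falls moved with the scaling and with other settings. Scaled on the poly-A PSs, Cappelli CS gave 11927 PSs, 5.34% of them rises (45.6% as deposited), and Ofanto CS 8.21% (42.2%). Of 137 called rises of named PSs under CS, 75 were still called with this scaling, 54 kept their sign without a call and 8 had the other sign without a call, and the 37 called falls were all still called. The 8 were LEA14 (-0.052), a histone deacetylase (-0.012), a pair of the OST1 PSs (-0.073 and -0.034), a catalase PS (-0.032) and citrate synthase (-0.067) in Ofanto CS, and a histone acetyltransferase (-0.072) and a CHY PS (-0.053) in Cappelli CS. Centring arrays on their median moved the share of rises from 70.3 to 81.5% in Ofanto DS, 58.2 to 73.1% in Ofanto HS, 42.2 to 62.4% in Ofanto CS, 66.7 to 81.9% in Cappelli DS, 38.9 to 54.3% for CS against DS and 33.9 to 47.5% for CS against HS in Ofanto (44.7% after quantile normalization). It moved the share higher in Ofanto from 41.4 to 28.2% between the controls and from 49.8 to 34.5% between the DS plants, from 61.1 to 71.3% and from 46.2 to 69.4% for the differences in HS and CS response, and for the departure from additivity in Cappelli from 51.6 to 35.1%. Centring also turned the balance of Cappelli CS from 2776 up and 3310 down to 3122 and 2906, and of the PSs shared under HS (1141 up, 1148 down, to 1483 and 856), under CS (1556 and 2023, to 2010 and 1541) and by CS and HS in Cappelli (2195 and 2598, to 2462 and 2316). Quantile normalization turned it in Ofanto CS (4661 and 4649), in Cappelli CS (3101 and 3022), for the difference in CS response (2465 and 2434) and for the PSs shared under HS (1220 and 1137). The 2-fold rule with no test turned it in Cappelli DS (250 and 125, to 768 and 1253), for the PSs shared under DS (29 and 11, to 125 and 214) and for those shared by CS and DS in Cappelli (196 and 53, to 558 and 674). With no minimum fold it turned for CS against HS in Cappelli (146 and 112, to 195 and 343), for the departure from additivity in Cappelli (81 and 76, to 85 and 96) and for the PSs shared under HS (2494 and 2163). The methods' t-test turned it for CS against DS in Cappelli (4 and 2), between the DS plants (130 and 127) and for the PSs shared under HS (96 and 95), under CS (48 and 21) and by CS and HS in Cappelli (53 and 27). No filter turned the departure in Cappelli (4 and 10) and the PSs shared under HS (1022 and 999), the replicate block the departure (60 and 69), limma on only the groups compared the PSs shared under DS (6 and 7), and leaving out Ofanto control replicates 2 and 3 the difference in CS response (2071 and 1688). Leaving out 1 of the 24 arrays turned the balance in 17 cases for the departure in Cappelli, in 15 for the PSs shared under HS, in 9 between the DS plants and in 1 for CS against HS in Cappelli (46 and 69, without Cappelli CS replicate 2). Over all PSs the median log2 difference from control was -0.05, -0.12 and -0.30 in Ofanto DS, HS and CS and -0.06, -0.03 and -0.06 in Cappelli.

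Leaving out single arrays gave 216 (without Cappelli DS replicate 2) to 457 (without Cappelli CS replicate 3) PSs in Cappelli DS, with a move beyond 1.5 times also without Cappelli control replicate 3. CS against HS in Cappelli ranged from 115 (without Cappelli CS replicate 2) to 868 (without Cappelli CS replicate 1), and also moved without Cappelli CS replicate 3 and Cappelli HS replicates 1 and 2. The departure from additivity in Cappelli ranged from 77 to 452 with the same CS replicates 2 and 1 left out, and also moved without Cappelli control replicate 2 and Cappelli DS replicates 1 and 2. PSs shared under DS ranged from 37 (without Cappelli DS replicate 2) to 85 (without Cappelli CS replicate 3), and those shared by CS and DS in Cappelli from 149 (without Cappelli DS replicate 2) to 314 (without Cappelli CS replicate 1). Beta-oxidation genes higher in Ofanto CS ranged from 3 to 5 (without Ofanto CS replicate 2) and in Cappelli CS from 1 (without replicate 1) to 6 (without replicate 3), and catalase PSs in Ofanto CS from 2 (without replicate 3) to 4. Component 1 ranged from 38.31% (without Ofanto CS replicate 3) to 40.32% (without Ofanto HS replicate 1), and component 2 from 26.29% (without Cappelli control replicate 3) to 27.95% (without Ofanto CS replicate 3). The share of PSs called under any stress that HS called ranged from 40.3 to 46.7% in Ofanto and from 77.7 to 84.1% in Cappelli.

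The replicate number as a block gave 1013 PSs in Ofanto DS, 4933 in Ofanto HS, 9531 in Ofanto CS, 338 in Cappelli DS, 6894 in Cappelli HS and 6001 in Cappelli CS, moved no count or share of calls beyond 1.5 times, and ended 11 of the 614 named calls while 1 was added. The 84 pairs of arrays with the same number in different groups correlated in their deviations from -0.25 to 0.07 (median 0.0035), with 0 pairs over 0.1, and 9 of 24 arrays correlated best with arrays of their own number, so the numbers were not taken to pair the samples.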

Differences from the paper's values

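The alternatives named here were set before the data were examined, except the methods' t-test without adjustment, which was chosen after the values were seen.

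The counts below use the paper's thresholds on the MAS5 values with limma in place of its t-test on RMA values. The paper reports 4212 PSs called in any comparison in Cappelli, 7532 in Ofanto and 3084 in both, and 8886, 13224 and 6331 were called here. Only the Ofanto value came within the margin, with the 75th percentile filter, and under the other alternatives none of the 3 counts did. Under DS the paper's counts are 707 in Ofanto and 248 in Cappelli, and 1067 and 375 were called here. The Ofanto count came within the margin with limma on only the groups compared, the replicate block, no filter, the 75th percentile filter and without Ofanto control replicates 2 and 3, and also without some single arrays (lowest 804, without Ofanto DS replicate 1). The Cappelli count did so with the block, with no filter, and without most single arrays (lowest 216, without Cappelli DS replicate 2), but under no other filter, scaling, test or threshold tried. For PSs down in both cultivars under DS the paper gives 17 and 11 were found, with the block, the intensity trend, the 75th percentile filter, quantile normalization, the offset of 16 and some fits without a single array within the margin and the other alternatives outside it.

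Under HS the paper's counts are 3243 in Ofanto, 3582 in Cappelli and 1402 in both, and 5011, 6940 and 2384 were called here. The Ofanto count was within the margin with limma on only the groups compared, no filter, the 75th percentile filter and without Ofanto control replicates 2 and 3, and without some single arrays (lowest 4482, without Ofanto HS replicate 2). The shared count was within it with limma on only the groups compared and with no filter, and the Cappelli count under none of 13 alternatives set in advance. Under CS the paper's counts are 5645 in Ofanto, 1814 in Cappelli and 1172 in both, and 9584, 6086 and 3683 were called here, with only the Ofanto count within the margin, for the 75th percentile filter and without Ofanto control replicates 2 and 3. Under CS alone the paper gives 3150 PSs in Ofanto and 5898 were called here, within the margin with the methods' t-test and the 75th percentile filter and outside it otherwise. In Cappelli the paper's overlaps of CS are 68 PSs with DS and 1399 with HS, against 254 and 4794 here, and no alternative of 13 set in advance came within the margin for either. The paper's count of PSs higher in Ofanto control than in Cappelli control is 651 and 1801 were called here, with none of 14 alternatives set in advance within the margin.

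The methods' t-test at a p under 0.01 without adjustment and at least 2-fold, chosen after the values were seen, gave 6176 PSs in any comparison in Cappelli, 9827 in Ofanto and 3723 in both, 869 under DS in Ofanto and 21 down in both, 3512, 4359 and 1296 under HS in Ofanto, Cappelli and both, 6352 and 1442 under CS in Ofanto and in both, 4007 under CS alone in Ofanto and 1900 shared by CS and HS in Cappelli, all within the margin. Outside it were 487 under DS and 2983 under CS in Cappelli, 152 shared by CS and DS in Cappelli and 1269 higher in Ofanto control. Of the PSs that the held part of Additional file 3 lists for a stress, that test did not call 40 of 116 in Ofanto DS, 205 of 639 in Ofanto HS, 262 of 1179 in Ofanto CS, 15 of 48 in Cappelli DS, 170 of 769 in Cappelli HS and 78 of 394 in Cappelli CS in the paper's direction, and limma did not call 39, 140, 116, 14, 83 and 31.

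The paper's replicate correlations run from 0.922 to 0.998, and here Pearson's r across PSs ran from 0.868 (0.8678) to 0.909 (0.9085) on the log2 scale, with both ends within the margin on linear values and outside it over the kept PSs. The paper's coefficient of variation is 0.075 for OEP16-3 and 0.066 for AGL7, and the values here were 0.134 and 0.105, with the alternative on log2 values outside the margin as well. The paper's Additional file 3 lists 9012 PSs, of which 1836 are in the copy used here, and the paper counts 10 PSs for RAB18, of which 1 is in that copy, and no alternative applies.

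For the 15 genes of the tillering test, the paper's array fold is other than 1 in 58 of 60 cases, 56 of these 58 lay on the same side of 1 here, and 14 of the 60 differed. The paper prints its folds to 1 decimal, and 4 of the 14 (DHN7 and Put. Prot in control, HEL for DS in Ofanto and NADH in DS) came within 1.5 times once this rounding was allowed for. For CRP-TM the paper's folds are 4.6 for DS against control in Ofanto, 0.5 in Cappelli, 5.2 for Ofanto against Cappelli in DS and 0.5 in control, and 12.0, 0.278, 10.5 and 0.243 were found, with only the third within the margin under an alternative (arrays centred on their median). For DHN7 the paper's folds are 6.4 for DS in Ofanto and 0.1 for Ofanto against Cappelli in control, against 15.8 and 0.0394, both within the margin with an offset of 16 and under no other alternative. These folds rest on Ofanto control, where DHN7 is near background, and have no exact size. For PSII in control the paper's fold is 3.3, against 2.16, within the margin with array weights, quantile normalization and without Ofanto control replicates 2 and 3, and not otherwise. For the putative protein (Put. Prot) the paper's folds are 16.2 for DS in Ofanto and 0.3 in control, against 9.02 and 0.475, the second within the margin with arrays centred on their median and the first under no alternative. For HEL the paper's folds are 5.5 for DS in Ofanto, 1.2 for DS in Cappelli, 39.7 between the cultivars in DS and 8.8 in control. The folds of HEL here were 3.64, 0.531, 207 and 30.2, of which the first was within the margin with array weights and with arrays centred on their median and the others under no alternative. The last 3 involve Cappelli, where HEL is near background, and have no exact size. For NADH the paper's fold between the cultivars in DS is 0.2, against 0.356, within the margin with arrays centred on their median and not otherwise.

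Among the drought genes the paper lists as induced in Ofanto, 18 of the 21 PSs examined, with 1 of 10 for RAB18, rose here, and HSP101, LTP3 and ANN1 did not pass both thresholds. HSP101 was called with array weights, an adjusted p under 0.05 and the 2-fold rule with no test, and LTP3 with these and with limma on only the groups compared, quantile normalization and an offset of 16. ANN1 was called with arrays centred on their median and with no minimum fold. Of the 7 PSs the paper describes as higher in Cappelli control, 6 were, and LTP4 had a log2 difference of 0.81 (Ofanto minus Cappelli, adjusted p = 0.035) and was not lower in Ofanto under any alternative. The paper describes LTP4 as not induced by DS in Cappelli, where it rose by 1.61 here. That call was lost with the methods' t-test, limma on only the groups compared and no filter, and without Cappelli control replicate 2 or 3 or Cappelli DS replicate 2 or 3. The paper states that RD20 responded in Ofanto only to CS, and here it also rose in Ofanto HS by 2.90 (adjusted p = 1.6e-05), a call that only the methods' t-test lost. RD20 was near background in Ofanto control, so this rise has no exact size.

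The paper reports no differentially expressed gene of the oxylipin pathway, and 5 of 5 PSs annotated to it fell in Cappelli HS and 4 in Ofanto CS here, with 2 and 1 by the methods' t-test. All 5 are among the differentially expressed PSs of the paper's Additional file 3, which lists allene oxide synthase as down in Cappelli HS and CS, OPR1 as down in Ofanto CS, and both LOX2 PSs as down in Ofanto HS and CS. The paper describes the beta-oxidation genes as activated by HS and CS, at a lower level in Ofanto HS. Of 11 PSs, 8 rose in Cappelli HS, 3 in Cappelli CS and 3 in Ofanto CS here, and in Ofanto HS 0 rose in limma (7 at an unadjusted p under 0.05 with limma on only the groups compared, 2 called with arrays centred on their median and 1 with no minimum fold). The paper proposes that the glyoxylate cycle is activated by CS in both cultivars, and in Ofanto CS 3 of 7 PSs rose, while the log2 changes there of isocitrate lyase and of the malate synthase PSs were 0.16, 0.14 and -0.69, called under none of the alternatives. The paper describes the DS and CS counts of Ofanto as about 3 times those of Cappelli, and the ratio here was 2.85 under DS and 1.57 under CS (20.3 with the methods' t-test, 2.24 with array weights and 2.03 with limma on only the groups compared).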

Other observations

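The test of how closely the Cappelli HS response follows the Ofanto CS response in size was chosen only after the result was seen.

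Some genes that the paper does not discuss, named through the platform's symbols, fell under heat in both cultivars. S-adenosylhomocysteine hydrolase (SAHH), which clears the by-product of methylation reactions, stood at 59312 signal units in Ofanto control, 64494 in DS, 23461 in HS and 19674 in CS, and at 49359, 49499, 13722 and 21468 in Cappelli (means of 3 arrays). On the log2 scale it fell by 1.34 in Ofanto HS (adjusted p = 6.8e-07 in limma), by 1.61 in Ofanto CS, by 1.86 in Cappelli HS (adjusted p = 6.8e-09) and by 1.22 in Cappelli CS. A second SAHH PS fell by 1.59, 1.77, 2.24 and 1.69. Fructose-1,6-bisphosphatase (FBP), an enzyme of sugar synthesis, went from 19681 ± 944 in Ofanto control to 8838 in HS and 5364 ± 209 in CS, and from 10361 ± 616 in Cappelli control to 2426 ± 1046 in HS and 3742 in CS (SD, n = 3). It fell by 1.16 in Ofanto HS (adjusted p = 0.0043) and by 2.21 in Cappelli HS (adjusted p = 7.3e-06), whereas a dimmer FBP PS stood at 0.60 in Cappelli HS (adjusted p = 0.33) and fell by 1.70 in Ofanto CS. The dehydrogenase gene GAPN fell by 1.01 in Ofanto HS, by 1.55 in Ofanto CS and by 1.38 in Cappelli HS (adjusted p = 1.9e-05), with -0.90 in Cappelli CS (adjusted p = 0.0014, under 2-fold), and it was higher in Ofanto control than in Cappelli control by 1.30. For petC, of the cytochrome b6f complex, the changes were -0.48 in Ofanto CS and -0.58 in Cappelli HS and passed no fold threshold, and the CAT1 PSs stood at -0.16 and -0.47 in Cappelli HS (adjusted p = 0.46 and 0.42). None of these PSs was called under DS in either cultivar.

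Gene groups picked by annotation words from the tables at hand hold only PSs that the study selected on these arrays, so their direction is not independent evidence, and no set test was run on them. Of 85 heat shock protein PSs, 60 rose in Ofanto HS (62 adjusted over the list alone), 77 in Ofanto CS, 71 in Cappelli HS and 72 in Cappelli CS, and under DS 5 rose in Cappelli, while 2 fell in Ofanto CS, 3 in Cappelli HS, 2 in Cappelli CS and 1 in Ofanto DS. Of 34 antioxidant PSs, 9 rose and 1 fell in Ofanto HS, 25 and 3 in Ofanto CS, 20 and 3 in Cappelli HS and 14 and 3 in Cappelli CS, and 5 were lower in Ofanto control than in Cappelli control. Of 17 dehydrin and LEA PSs, 9 rose and 3 fell in Ofanto CS and 5 rose and 2 fell in Cappelli CS, with 2 up and 1 down in Ofanto DS and 4 up and 2 down in Cappelli HS. Histone PSs, 17 in all, went both ways, with 9 up and 6 down in Ofanto CS and 7 up and 4 down in Cappelli HS. The senescence group, also of 17, had 5 up and 6 down in Ofanto HS and in Ofanto CS, 5 up and 7 down in Cappelli HS and 4 up and 5 down in Cappelli CS. Of 8 nuclear photosynthesis PSs, 5 fell and 1 rose in Ofanto CS, 5 fell and 2 rose in Cappelli HS, and 3 fell and 2 rose in Cappelli CS. Of 3 heat shock factor PSs, 3 rose in Ofanto CS and 2 in Cappelli HS, and of 5 pathogenesis-related PSs 4 rose and 1 fell in Ofanto CS and 3 rose and 1 fell in Cappelli HS. Words for seed storage, inflorescence and meristem genes, as markers of other tissues, and for fructan genes matched 0 PSs in these tables, so those groups were not examined. The words for plastid-encoded genes matched a pair of PSs by platform symbol, both of petC, which is a nuclear gene in plants, and the one that was kept is given above.

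Within a cultivar, DS and HS shared 660 PSs in Ofanto (480 up and 163 down under both) and 216 in Cappelli. Simulated groups without any change against the same controls shared 5.9 in the same direction in Ofanto and 1.9 in Cappelli, against 643 and 201 observed. Such groups yield few calls, so these counts cannot show how much of the overlap the shared controls produce. The covariance of the log2 changes was 0.377 against 0.0841 simulated in Ofanto and 0.256 against 0.0581 in Cappelli, and the correlation across PSs 0.513 against 0.537 and 0.307 against 0.426. DS alone called 258 PSs in Ofanto and 102 in Cappelli. Between the cultivars, Ofanto CS and Cappelli HS shared 4381 PSs, of which 1918 were up in both, 2373 down in both and 90 in opposite directions.

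One hypothesis was that Cappelli responds to DS in the same way as Ofanto but less. The data argue against it: of the 1067 PSs called in Ofanto DS, 43.3% had a change of the same sign in Cappelli DS, and the slope of the Cappelli changes on those of Ofanto was 0.0273. Of the 375 PSs called in Cappelli DS, 62.7% had the same sign in Ofanto.

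A second hypothesis was that the HS response of Cappelli resembles in size the CS response of Ofanto more than it does the HS response of Ofanto. Over the 6940 PSs called in Cappelli HS, the slope was 0.746 for Ofanto CS and 0.398 for Ofanto HS, a difference of 0.348, with correlations across PSs of 0.811 and 0.705. The values are consistent with the hypothesis, which was found and tested on the same arrays, and the slopes were not computed under other scalings. Over all kept PSs the correlations were 0.694 and 0.536, and PSs are not independent replicates.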
